# Blood monocyte-derived CD169^+^ macrophages contribute to antitumor immunity against glioblastoma

**DOI:** 10.1038/s41467-022-34001-5

**Published:** 2022-10-20

**Authors:** Hyun-Jin Kim, Jang Hyun Park, Hyeon Cheol Kim, Chae Won Kim, In Kang, Heung Kyu Lee

**Keywords:** CNS cancer, Tumour immunology, Cancer microenvironment, Monocytes and macrophages

## Abstract

Infiltrating tumor-associated macrophages (TAM) are known to impede immunotherapy against glioblastoma (GBM), however, TAMs are heterogeneous, and there are no clear markers to distinguish immunosuppressive and potentially immune-activating populations. Here we identify a subset of CD169^+^ macrophages promoting an anti-tumoral microenvironment in GBM. Using single-cell transcriptome analysis, we find that CD169^+^ macrophages in human and mouse gliomas produce pro-inflammatory chemokines, leading to the accumulation of T cells and NK cells. CD169 expression on macrophages facilitates phagocytosis of apoptotic glioma cells and hence tumor-specific T cell responses. Depletion of CD169^+^ macrophages leads to functionally impaired antitumor lymphocytes and poorer survival of glioma-bearing mice. We show that NK-cell-derived IFN-γ is critical for the accumulation of blood monocyte-derived CD169^+^ macrophages in gliomas. Our work thus identifies a well-distinguished TAM subset promoting antitumor immunity against GBM, and identifies key factors that might shift the balance from immunosuppressive to anti-tumor TAM.

## Abstract (web summary)

Tumor-associated macrophages are believed to promote tumour progression and to hamper immune therapy in gliomas. Here authors identify a distinct population of macrophages within the glioblastoma immune microenvironment with antitumour properties and clearly distinguishable phenotypes and gene expression patterns from tumour promoting macrophages.

## Introduction

GBM is the most aggressive form of brain tumor. One of the biggest hurdles to effective therapy for GBM remains the large accumulation of immunosuppressive macrophages into the tumor, which suppress immune responses and support tumor growth^1^. Macrophages comprise 30% to 50% of the solid tumor mass and support tumor progression through the expression of growth factors, enzymes, and cytokines that mediate tumor growth, angiogenesis, and immunosuppression^2–4^. An abundance of macrophages within the tumor microenvironment (TME) is correlated with a higher tumor grade and a worse prognosis for several tumors^5^. In a recent clinical trial, an immune checkpoint inhibitor (ICI) therapy targeting T cells failed in GBM patients despite its strong efficacy against melanoma^6^. The failure of this and other immunotherapies is largely due to the immunosuppressive TME of gliomas.

During development, tissue-resident macrophages originate from embryonic precursors in the yolk sac and fetal liver. These macrophages are replaced through homeostatic mechanisms by monocyte-derived macrophages in adults, except for some macrophages in brain, liver, and lung^7,8^. Inflammatory signals produced by tumors induce the infiltration of these monocyte-derived macrophages (MDM) into tumor tissues. Tumor-associated macrophages (TAM) are composed of both tissue-resident macrophages and infiltrated MDM^9^. The proportion and function of TAMs with different origins vary by tissue^10^. Microglia, the tissue-resident macrophages of the brain, are maintained through the self-renewal of embryonic precursors and are not replaced by hematopoietic cells during homeostasis. However, MDMs infiltrate into the brain under disease and inflammatory conditions. Microglia and MDM are located in discrete regions within brain tumors and possess distinct gene expression signatures^11^. Reducing MDM infiltration suppresses the growth of various solid tumors and improves survival^12–14^, suggesting that MDM infiltration can promote an immunosuppressive TME. In contrast, depletion or prevention of MDM infiltration into brain tumors reduced the efficacy of ICI therapy in a mouse model^15^. These conflicting results indicate that MDMs are heterogenous populations composed of both tumor-supportive and tumor-suppressive macrophages. Although these subsets of MDMs are attractive targets for immunotherapy, current cellular markers cannot distinguish between these divergent immunomodulatory macrophage populations.

CD169 (Sialoadhesin, Siglec1) is a lectin that recognizes 2,3-sialic acid on cell surface glycoproteins. CD169 contains a long extracellular domain suitable for cell-cell interaction, but CD169 is the only SIGLEC molecule with a short intracellular domain that does not initiate intracellular signaling^16^. This suggests CD169 primarily acts to increase the affinity of macrophages to other cells. CD169 is expressed primarily on macrophages in marginal zone of spleen and subcapsular sinus of LN that capture free-floating antigens in blood or lymph including bacteria, virus, and apoptotic vesicles. Prior studies have shown that CD169^+^ macrophages can mediate T cell responses to pathogens and promote immune cell tolerance to apoptotic cells^17–20^. Resident macrophages in peripheral tissues also express CD169 in homeostasis although monocytes or macrophages exposed to inflammatory signals including interferons (IFN) and lipopolysaccharide (LPS) express CD169 in vitro^21,22^. However, the role and origin of intra-tumoral CD169^+^ macrophages remain unclear.

In this study, we analyze the role of tumor-infiltrating CD169^+^ macrophages from GBM patients and mouse glioma models. Our studies show that brain tumor-infiltrating CD169^+^ macrophages are derived from blood monocytes and can promote antitumor immune responses. We demonstrate that depletion of CD169^+^ macrophages reduce CXCL10 expression and infiltration of activated T cells. In addition to being a marker of anti-tumoral macrophages, CD169 on macrophages mediate the phagocytosis of apoptotic tumor cells. Our data demonstrate that CD169^+^ macrophages promote a proinflammatory TME and support cytotoxic immune cell functions.

## Results

### CD169 is expressed in tumor-infiltrating macrophages from mouse and human gliomas

To determine if CD169^+^ macrophage infiltration affected patient survival, we analyzed the CD169 expression (*SIGLEC1)* and overall survival of human glioma patients in The Cancer Genome Atlas (TCGA) database. Unexpectedly, the expression of *SIGLEC1* was positively correlated with tumor grade (Supplementary Fig. 1a), and patients with high levels of *SIGLEC1* had lower overall survival (Supplementary Fig. 1b). The expression of *CD68* was also elevated in high-grade gliomas, suggesting increased total numbers of macrophages in the tumor (Supplementary Fig. 1c). Even though the ratio of *SIGLEC1* to *CD68* expression (*SIGLEC1*/*CD68*) correlated with tumor grade (Supplementary Fig. 1d), patients with high *SIGLEC1*/*CD68* ratios had improved overall survival (Fig. 1a). In tumor tissues with a high *SIGLEC1*/*CD68* ratio, there was an increase in the infiltration and function of cytotoxic lymphocytes, based on the expression of the T cell receptor CD3 complex subunit (*CD3E*), natural cytotoxicity receptor (*NCR1*), and interferon gamma (*IFNG*) (Fig. 1b). These results suggested that the increased infiltration of CD169^+^ macrophages promoted an antitumor immune response in human gliomas.

**Fig. 1:**
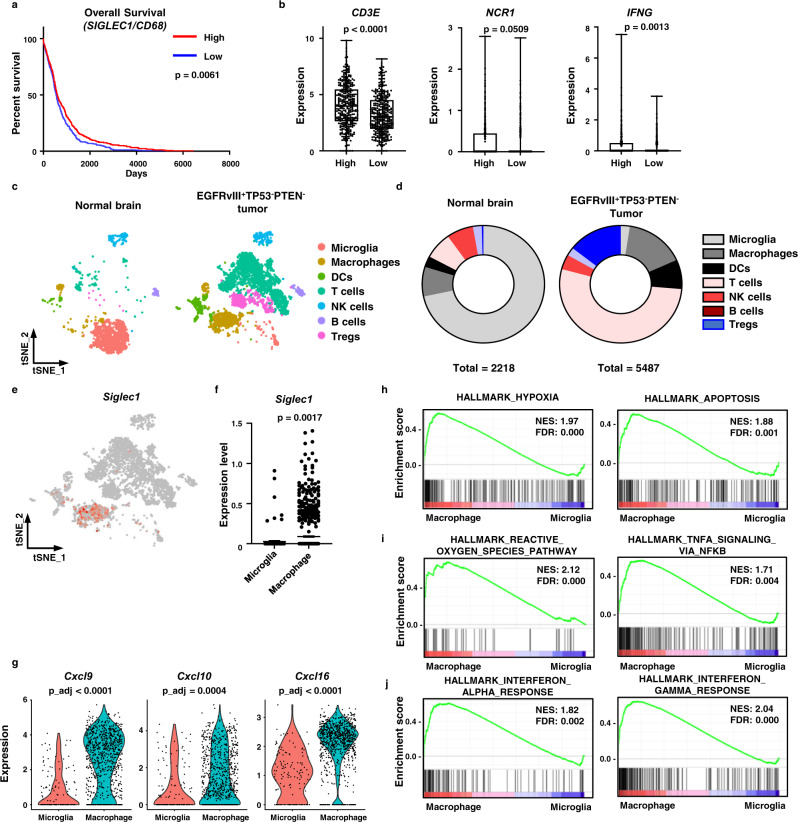
CD169 is a marker of inflammatory macrophages in human and mouse gliomas. **a**, **b** We analyzed human data from The Cancer Genome Atlas (TCGA) Glioblastoma (TCGA-GBM) and Low Grade Glioma (TCGA-LGG) databases (*n* = 694). Patients were grouped by their gene expression levels compared to the median. **a** Overall survival and **b** proinflammatory gene (*CD3E*, *NCR1*, and *IFNG*) expression in patients grouped by high (*n* = 347) or low (*n* = 347) *SIGLEC1* expression in tumor-infiltrating macrophages (*SIGLEC1*/*CD68*, median = 0.632). Difference in survival was measured by log-rank (Mantel-Cox) test. The *p* values for gene expression were calculated by unpaired two-tailed *t*-test. Box plots denote the median, 25–75th percentiles, and minimum and maximum values. **c**–**j** Mouse GBM was induced by deletion of transformation related protein p53 (*Tp53*) and phosphatase and tensin homolog (*Pten*) and by expression of epidermal growth factor receptor variant III (*EgfrvIII*) in the brain. CD45^+^ immune cells were sorted from normal brains and from tumors 16 weeks after gene modification (*n* = 3 in each group) for single-cell RNA sequencing (scRNAseq). **c**, **d** Immune cells were clustered by their gene expression. DCs, dendritic cells; NK cells, natural killer cells; Tregs, regulatory T cells. **e** Expression of *Siglec1* in GBM-infiltrating immune cells. **f** Expression levels of *Siglec1* in microglia and macrophage clusters from tumors. The *p*-value was calculated by unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. **g** Expression of proinflammatory chemokines (*Cxcl9*, *Cxcl10*, and *Cxcl16*) in tumor-infiltrating macrophages and microglia. p_adj is adjusted p-value for multiple comparisons. Significance was calculated from two-sided Wilcoxon Rank-Sum test. **h**–**j** Gene set enrichment assay (GSEA) with DEGs between tumor-infiltrating macrophages and microglia. NES normalized enrichment score, FDR false discovery rate. Source data are provided as a Source Data file.

To understand the immunoenvironment of gliomas, tumor-infiltrating immune cells were analyzed by single-cell RNA sequencing (scRNAseq) in two orthotopically injected mouse glioma models (GL261 and CT2A) and in a genetically engineered mouse glioma model (EGFRvIII^+^TP53^−^PTEN^−^, Supplementary Fig. 1e, f). Although microglia are the primary immune cells in the normal brains of C57BL/6 J and FVB mice, tumor progression increased the accumulation of other immune cells into tumors. GBM is known as a ‘cold tumor’ that has restricted T cell responses, but we found T cells largely accumulated into tumors in the late stage of tumor progression (GL261 D20 and EGFRvIII^+^TP53^−^PTEN^−^, Supplementary Fig. 1g). Higher expression levels of immune checkpoint genes in GBM than in normal brain or other glioma samples indicated the exhaustion of tumor-infiltrating T cells (Supplementary Fig. 1h). Macrophages in gliomas were subdivided into six clusters by their gene expression (Supplementary Fig. 1i–j). There were two inflammatory macrophage clusters (2 and 4) and two anti-inflammatory macrophage clusters (1 and 5). In both types of macrophage clusters, each cluster was characterized by different gene expression patterns. Cluster 0 had markers of M2-like TAMs (*C1q* and *Trem2*), cluster 1 had markers of inflammasome activation and antigen presentation (*Nlrp3*, *Il1b*, *Cd74*, and *H2-Aa*), cluster 3 had markers of interferon stimulation in inflammatory macrophages (*Isg*, *Ifit*, and *Cxcl10*), and cluster 5 had functional markers of anti-inflammatory TAMs (*Arg1* and *Ptgs2*).

We analyzed immune cells in genetically engineered mouse gliomas to investigate which macrophages contribute to anti-glioma immunity (Fig. 1c). Infiltrated macrophages expressing *Ly6c2*, a marker of monocyte-derived macrophages, were the major myeloid cells present in the tumor (Fig. 1d and Supplementary Fig. 1f). *SIGLEC1* expression was primarily found in the infiltrated macrophage cluster and was largely absent from the microglial cluster (Fig. 1e, f). Interestingly, tumor-infiltrated macrophages expressed more proinflammatory chemokines and cytokines than microglia within the gliomas (Fig. 1g and Supplementary Fig. 1k, l). Based on gene set enrichment for hypoxia and apoptosis, the TME promoted immunosuppression of the tumor-infiltrated macrophages (Fig. 1h). Furthermore, these macrophages expressed markers of immunosuppressive TAMs (Supplementary Fig. 1m). However, gene sets involved in immune activation, such as the production of reactive oxygen species (ROS) and proinflammatory cytokines, were also more enriched in infiltrated macrophages compared to microglia (Fig. 1i). Enrichment of gene sets for responses to IFN-α and IFN-γ suggested that macrophages were activated by type I and II IFNs (Fig. 1j and Supplementary Fig. 1n). These data implied that macrophages infiltrating into brain tumors are heterogenous cells and are influenced by both immunosuppressive and proinflammatory signals in the TME.

### Tumor-infiltrated CD169^+^ cells are proinflammatory macrophages

Infiltration of CD169^+^ macrophages into brain tumors was confirmed using human scRNAseq data (GEO: GSE84465) to analyze immune cells from different tumor regions (Fig. 2a and Supplementary Fig. 2a)^23^. In the tumor periphery, *PTPRC*^+^*CD68*^+^ immune cells expressed *P2RY12*, a marker of microglia. In the tumor core, immune cells expressed *SIGLEC1* (Fig. 2a). Similarly, RNA sequencing data from human GBM tissues confirmed that microglial genes were expressed in the periphery and that activated macrophage genes and *SIGLEC1* were expressed within the central tumor regions. The tumor core also contained higher numbers of activated T cells and natural killer (NK) cells (Fig. 2b).

**Fig. 2:**
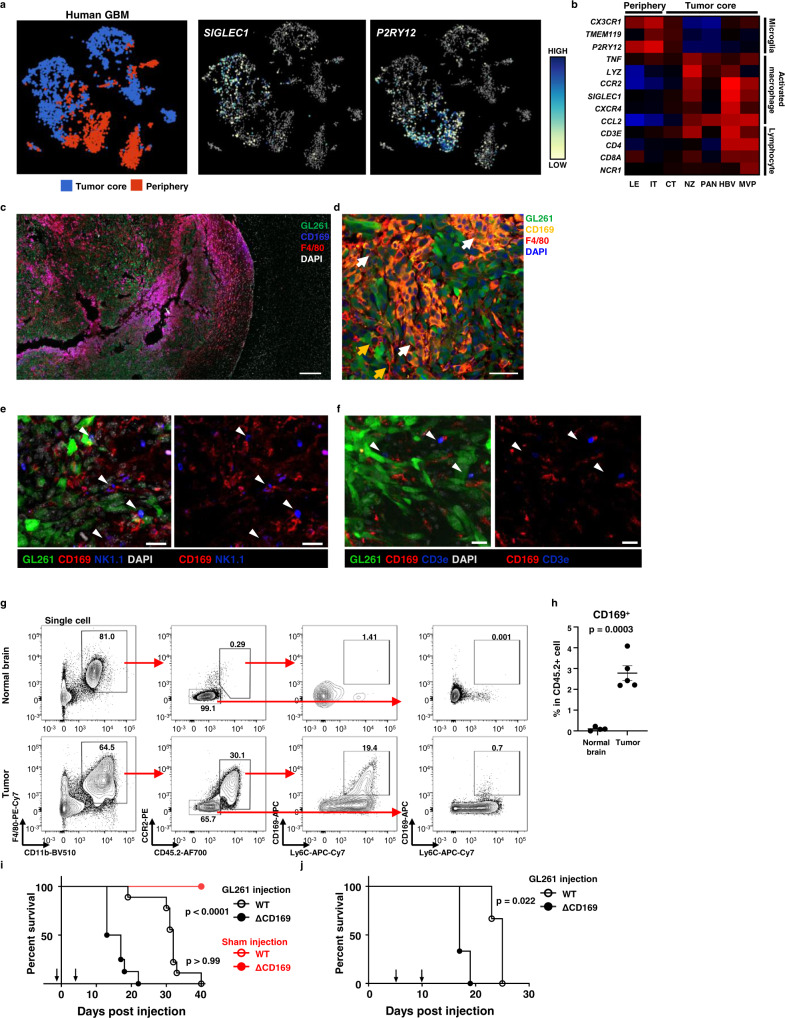
Infiltrated CD169^+^ macrophages promote antitumor immune responses. **a** Analysis of *SIGLEC1* and *P2RY12* in different tumor region of the scRNAseq dataset from human GBM tissues (GSE84465). **b** Gene expression analysis from different regions of GBM (IVY Glioblastoma Atlas Project). RNA sequencing data (FPKM) of 270 tissue blocks from 37 tumors were analyzed for the following markers: microglia (*CX3CR1*, *TMEM119* and *P2RY12*), activated macrophage (*TNF*, *CCL2*, *LYZ*, *CCR2*, *CXCR4* and *SIGLEC1*), and lymphocyte (*CD3E*, *CD4*, *CD8A* and *NCR1*). LE leading edge, IT infiltrating tumor, CT cellular tumor, NZ necrotic zone, PAN pseudopalisading cells around necrosis, MVP microvascular proliferation. **c**, **d** Representative image of a brain tumor (*n* = 3) at 20 days post-injection (dpi) of GL261 glioma cells expressing green fluorescent protein (GFP). **c** The scale bar is 200 μm. **d** White arrows indicate CD169^+^F4/80^+^ cells. Yellow arrows indicate CD169^−^F4/80^+^ cells. The scale bar is 50 μm. Images represent two independent experiments. **e**, **f** Representative images of brain tumor-infiltrating NK cells (**e**) and T cells (**f**) with CD169^+^ macrophages from *n* = 3 biologically independent mouse. Data represent three independent experiments. White arrows indicate co-localized cells. The scale bar is 20 μm. **g**, **h** Flow cytometry analysis for CD169 expression by macrophages in normal brains (*n* = 3) and tumors (*n* = 3) at 20 dpi. **g** Bold numbers in plots indicate the percentage of gated cells. **h** The percentage of CD169^+^ cells in CD45.2^+^ immune cells. The *p*-value was calculated by unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. Plots and graph represent three independent experiments. **i**, **j** Survival of mice inoculated with intracranial GL261 and intraperitoneal diphtheria toxin (DT; 40 ng per 1 g of mouse body weight). ΔCD169 indicates CD169-depletion group. **i** Wild type (WT) (*n* = 9) and CD169-DTR (*n* = 8) mice were intraperitoneally injected with DT at −1 and +4 days of GL261 injection. DPBS instead of GL261 cells were injected as a sham injection control. **j** WT (*n* = 3) and CD169-DTR (*n* = 3) mice were injected with GL261 and treated with DT at +5 and +10 days after GL261 injection. Differences in survival were analyzed by Log-rank (Mantel-Cox) test. Arrows on *x*-axes indicate the day of DT injection. Data represent more than two independent experiments. Source data are provided as a Source Data file.

To assess the contribution of CD169^+^ macrophages in antitumor responses, we utilized the orthotopic GL261 mouse glioma model. CD169 was expressed in macrophages from the splenic marginal zone, pia mater and perivascular regions of the brain but was not detected in microglia (Supplementary Fig. 2b–d). However, the tumor region contained both CD169^+^ and CD169^−^ macrophages (Fig. 2c, d). NK cells and T cells abutted CD169^+^ macrophages in gliomas, suggesting that tumor-infiltrated macrophages are closely associated with cytotoxic immune cells and are likely involved in antitumor immune responses (Fig. 2e, f), which corresponds to the gene expression patterns seen in human GBM tissues (Fig. 2b). Infiltration of CD169^+^ macrophages into the brain tumor was also confirmed through flow cytometry (Fig. 2g, h). In the normal brain, CD11b^+^F4/80^+^ macrophages were resident CD45^low^CCR2^−^ microglia that did not express CD169. Conversely, the tumor contained both CD45^low^CCR2^−^ microglia and CD45^hi^CCR2^+^ macrophages. A fraction of these tumor-infiltrating Ly6C^+^ macrophages expressed CD169, suggesting that CD169^+^ macrophages were derived from monocytes in the blood.

To determine the role of CD169^+^ macrophages in brain tumors, diphtheria toxin (DT) was administered to mice expressing the diphtheria toxin receptor in CD169^+^ cells (CD169-DTR). DT injection of CD169-DTR mice ablated CD169^+^ cells in lymph nodes (LN) and reduced intratumoral CD169^+^ macrophages but not CD169^−^ macrophages and dendritic cells (DC) (Supplementary Fig. 2e–h). When CD169^+^ macrophages were transiently depleted before GL261 glioma cell inoculation, survival of mice was reduced (Fig. 2i and Supplementary Fig. 2i). Depletion of CD169^+^ macrophages starting at 5 days after GL261 injection also reduced the survival of mice (Fig. 2j and Supplementary Fig. 2j). Reduced survival in mice was confirmed under CD169 depletion conditions in the CT2A glioma model (Supplementary Fig. 2k). These data suggested that CD169^+^ macrophages contribute to antitumor immune responses against glioma.

### CD169^+^ macrophages in glioma are IFN-responsive proinflammatory macrophages

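GL261, a mouse glioma cell line, was injected into the brains of WT mice and of CD169-DTR mice, which carry the diphtheria toxin (DT) receptor in place of 1 copy of Siglec1, the gene that encodes CD169. Both groups received 40 ng/g DT 1 day before and 4 days after tumor injection, so that cells expressing CD169 die in the CD169-DTR mice only. At 10 dpi, CD45.2-positive, propidium iodide-negative cells from 3 pooled mice per group were sorted and sequenced as 1 droplet library of WT and 1 of CD169-DTR. The authors deposited the UMI counts of every droplet barcode, made with Cell Ranger, without normalization and before cells were called. The WT library holds 101808996 UMIs and the CD169-DTR library 84065489. Cells were called by rules chosen here, then filtered, integrated and clustered after the settings the paper states, and no doublets were removed. This gave 10123 WT cells with a median of 7768 UMIs and 7579 CD169-DTR cells with a median of 8124 UMIs. Immune classes were named from marker genes, so each is a marker-based class and not a sorted population, and they hold 9313 WT and 6929 CD169-DTR cells. With 1 library per group there is no replicate, and the difference between mice is unknown. Values of both libraries are therefore given without tests, each with a 95% interval (exact Poisson for expression, exact Clopper-Pearson for shares, exact conditional for ratios) that covers counting error only. Expression in a class is given in UMI counts per 1000000 UMIs of the class (CPM), summed over its cells, and compared as the log2 ratio of WT over CD169-DTR. Shares of cells with a UMI of a gene were taken after thinning every cell to 4500 UMIs, and cells with fewer were left out of them. Gene lists are given as the median log2 ratio of their genes, with its percentile among 10000 random lists of the same size and expression. Free RNA was estimated from microglial UMIs in T, NK and B cells. It came to 668 UMIs per droplet in the WT library and 448 in the CD169-DTR library, 8.62% and 5.54% of the median immune cell. Barcodes of 10 to 100 UMIs held a mean of 65.7 and 46.1 UMIs, and doublets count in the estimate, so it may be too high. Gene positions are from the GENCODE M21 annotation of the mouse build GRCm38, in which 30934 gene identifiers of the count matrices were found. The build used for the deposited counts is not named in the paper's text.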

Before we examined the role of CD169^+^ macrophages in glioma, we compared the gene expression of intratumoral CD169^+^ and CD169^−^ macrophages in the GL261 tumor model. 

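Among WT macrophages, 533 cells held at least 1 UMI of Siglec1 and 1754 held none. Macrophages with a Siglec1 UMI were deeper, with a median of 7585 UMIs against 7195, so both groups were thinned to the same depth before their expression was compared. The split itself uses all UMIs of a cell and stays dependent on depth, and cells without a Siglec1 UMI can include shallower ones that express it. This left 395 cells with and 1243 cells without a Siglec1 UMI, and left out 138 and 511 shallower cells. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) had 1374 CPM (1320 to 1429) in cells with a Siglec1 UMI and 1057 (1031 to 1085) in cells without, a log2 ratio of 0.38 (0.31 to 0.45). Isg20 (ENSMUSG00000039236, chromosome 7, 78913424 to 78920396) had 449 against 402 CPM, a log2 ratio of 0.16 (0.04 to 0.28). Thinning to 500 UMIs moved the ratio of Isg20 most, to 0.48. Across 68 IFN-response genes, the median log2 ratio was 0.16 (0.13 to 0.19), at percentile 100 of the random lists, and 53 of these genes were higher in the cells with a Siglec1 UMI. A list of 10 microglial genes was also higher in these cells, with a median log2 ratio of 0.72 (0.59 to 0.80). The CD169-DTR library had 95 macrophages with a Siglec1 UMI and 643 without, with medians of 15850 and 11399 UMIs, of which 89 and 572 remained after thinning and 6 and 71 were left out. The log2 ratio between them was 0.67 (0.46 to 0.88) for Ifit3 and 0.49 (0.09 to 0.88) for Isg20, and the median over 67 IFN-response genes was 0.28 (0.18 to 0.33).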

As expected, expression of several IFN-stimulated genes was higher in CD169^+^ macrophages (Supplementary Fig. 3a). Analysis of gene set enrichment indicated that CD169^+^ macrophages were responsive to IFN-γ, but these cells did not express type I IFNs (Supplementary Fig. 3b, c). 

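IFN-γ and type I IFNs induce overlapping genes, so lists of genes that respond mainly to one or the other were compared between the WT macrophages with and without a Siglec1 UMI. The median log2 ratio of 19 genes selective for IFN-γ was −0.01 (−0.09 to 0.14), at percentile 44.8 of matched random lists, and a difference was not detectable at this depth. For 19 genes selective for type I IFN it was 0.27 (0.22 to 0.34), at percentile 100. Within the CD169-DTR library, the median of the IFN-γ list was −0.32 (−0.41 to −0.02) over 18 genes and that of the type I list 0.56 (0.43 to 0.64). The median of the IFN-γ list in that library was 0.00 once the cells with the highest doublet scores were removed. Macrophages include a border-associated-like cluster of 537 WT cells. According to the paper, border-associated macrophages carry CD169 even without inflammatory signals. The split by Siglec1 was not repeated without this cluster, so cell type may enter all ratios between cells with and without a Siglec1 UMI. Of the type I IFN genes the study names, Ifna2 had 1 UMI in all WT macrophages with a Siglec1 UMI and 0 in those without. Ifnb1 (ENSMUSG00000048806, chromosome 4, 88522025 to 88522774) had 24 UMIs in the cells with and 26 in the cells without. After thinning, this was 5.63 CPM (2.70 to 10.4) against 1.07 (0.39 to 2.34), a log2 ratio of 2.39 (0.79 to 4.13) from 10 and 6 UMIs. Ifnb1 was held by few cells, 17 of all WT macrophages, and 17 of its 50 UMIs came from 1 cell. In CD169-DTR macrophages it had 1 UMI in the cells with and 62 in the cells without a Siglec1 UMI, and after thinning 0 and 20.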

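Cxcl10 had 2928 CPM (2849 to 3009) in WT macrophages with a Siglec1 UMI and 2382 (2342 to 2423) in those without, a log2 ratio of 0.30 (0.25 to 0.34) after thinning. Ccl5 had 1468 against 1070 CPM, a log2 ratio of 0.46 (0.39 to 0.52). For Cxcl9 the ratio was −0.11 (−0.41 to 0.18). Over 23 genes of macrophage migration, which include Cxcl10 and Ccl5, the median log2 ratio was 0.09 (0.03 to 0.20), at percentile 97.0 of random lists, and it was 0.03 without thinning. Genes of the inflammatory response went the other way, with a median of −0.05 (−0.17 to −0.00) over 28 genes, at percentile 15.1. In CD169-DTR macrophages, cells with a Siglec1 UMI had more Cxcl10 (log2 ratio 0.41, 0.23 to 0.59) and less Ccl5 (log2 ratio −2.19, −2.74 to −1.68) than cells without, and the migration list had a median of 0.15 (0.01 to 0.28) over 22 genes and the inflammatory list −0.19 (−0.47 to −0.08) over 27 genes.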

Chemokine CXCL10 expression and enrichment of gene set related to macrophage migration in CD169^+^ macrophages indicated the contribution of CD169^+^ macrophages to immune cell infiltration into glioma (Supplementary Fig. 3a, b). We compared the gene expression of tumor-infiltrating immune cells in the presence and absence of CD169^+^ macrophages to confirm the role of CD169^+^ macrophages in antitumor immune responses. CD169 expression was reduced in the macrophage cluster from CD169-DTR mice, confirming that our DT treatment successfully depleted the majority of CD169^+^ cells (Supplementary Fig. 3d–e). 

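Siglec1 (ENSMUSG00000027322, chromosome 2, 131069220 to 131086765) had 706 UMIs in 2287 WT macrophages and 118 in 738 CD169-DTR macrophages. This is 37.7 CPM (35.0 to 40.6) against 12.0 (9.97 to 14.4), a log2 ratio of 1.65 (1.36 to 1.94). The CD169-DTR mice have 1 copy of the gene left of 2, which alone would give a log2 ratio of 1. Giving every macrophage cluster the same weight in both libraries, an alternative chosen after the data were seen, moved the ratio most, to 1.30. At the common depth, 228 of 1638 WT macrophages held a Siglec1 UMI (13.9%, 12.3 to 15.7) and 32 of 661 CD169-DTR macrophages (4.84%, 3.34 to 6.77). Left out as too shallow were 649 WT and 77 CD169-DTR macrophages. Without thinning the shares were 23.3% and 12.9%, at median depths of 7282 UMIs in WT and 11819 in CD169-DTR macrophages. T cells, which should lack the gene, held no Siglec1 UMI at the common depth in 243 WT and 135 CD169-DTR cells, which allows shares of up to 1.24% and 2.22%. Their median depths were 6193 and 6724 UMIs. In other WT lymphocytes, 2 of 198 NK cells (1.01%), 2 of 38 B cells (5.26%, 0.644 to 17.8) and 1 of 27 γδ T-like cells (3.70%) held one, and in CD169-DTR 0 of 67, 0 of 50 and 0 of 8.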

Depletion of CD169^+^ macrophages reduced the overall infiltration of immune cells within the glioma (Fig. 3a, b and Supplementary Fig. 3d). 

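Macrophages were 24.6% (23.7 to 25.4) of the immune cells of the WT library and 10.7% (9.93 to 11.4) of the CD169-DTR library, a log2 ratio of 1.21 (1.09 to 1.33) or 2.31-fold. Leaving out cells with a Cd3e or P2ry12 UMI moved this ratio most, to 1.52, and the lowest value among the alternatives was 1.12. DCs were 12.6% (11.9 to 13.3) against 3.51% (3.09 to 3.97), and pDCs, from 102 and 11 cells, 1.10% against 0.159%. T cells, with the Treg-like and γδ T-like cells counted among them, were 5.10% (4.66 to 5.57) against 3.15% (2.75 to 3.59). NK cells were 3.57% (3.20 to 3.96) against 1.26% (1.01 to 1.55). The T and NK shares also include 86 WT and 14 CD169-DTR cells that stayed unnamed when these clusters were clustered again. The other classes had larger shares in the CD169-DTR library. Microglia rose from 50.4% (49.4 to 51.5) in WT to 76.7% (75.7 to 77.7), granulocytes from 1.84% to 2.83% and B cells from 0.805% to 1.79%. All of these are shares of sorted immune cells that sum to the whole, and a droplet library does not give the number of cells per tumor. A DC cluster of 154 WT and 14 CD169-DTR cells and the pDC cluster lie mostly in 1 library, so a property of that library alone cannot be set apart. The paper's own shares over the same denominator, from its source data, are 26.8% and 11.7% for macrophages, 51.0% and 76.9% for microglia, 10.0% and 2.36% for DCs, 4.97% and 3.09% for T cells, and 3.54% and 1.24% for NK cells.

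**Figure D1:**
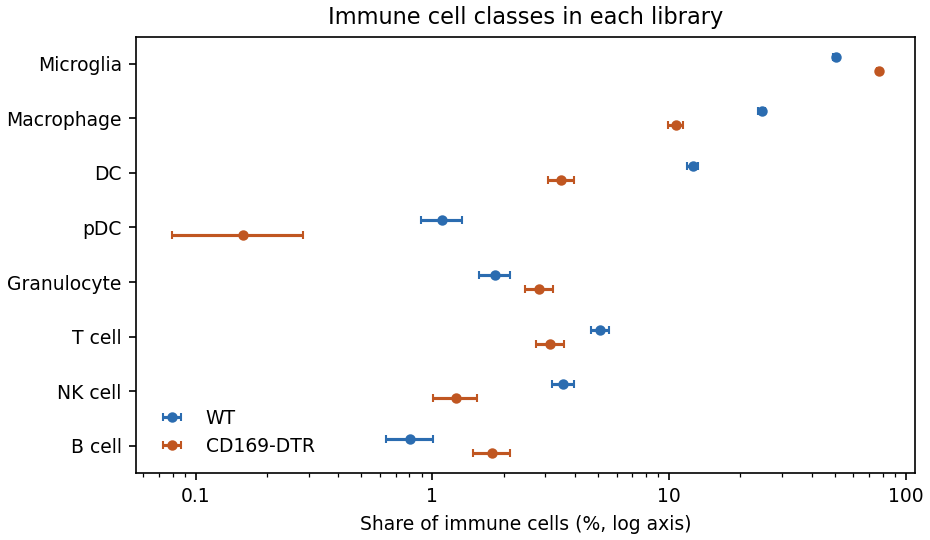
Share of each of 8 immune cell classes among the immune cells of the WT (blue) and CD169-DTR (orange) library, in percent on a log axis, as points with 95% intervals for counting error. Macrophages stand at 24.6% and 10.7%, DCs at 12.6% and 3.51%, and microglia at 50.4% and 76.7%.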

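Between the macrophages of the libraries, 9339 genes with at least 100 UMIs in all and at least 1 UMI in each were ranked by their log2 ratio of WT over CD169-DTR. The 5 highest were Hbb-bs (8.37), Hbb-bt (7.05), Sct (4.15), Sectm1a (3.04) and Prm1 (2.80). Few cells held the first of these: Hbb-bs was in 19 WT macrophages and Hbb-bt in 2, and 3268 of the 3784 WT UMIs of Hbb-bs and 483 of the 508 of Hbb-bt came from 1 cell each. With the cells of highest doublet score removed, the ratio of Hbb-bs was 0.90 and that of Hbb-bt −1.83. The 5 lowest were Eif3j2 (−3.86), Cxcl1 (−2.61), Gpx3 (−2.22), Gatm (−1.86) and Lbp (−1.85). Of the 641 Cxcl1 UMIs in CD169-DTR macrophages, 175 came from 1 cell. None of these genes is on the list of IFN-response genes compared here. A ratio without replicates gives no count of differentially expressed genes.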

In the analysis of differentially expressed genes (DEG) between macrophage clusters from gliomas in WT and CD169-depleted mice, more than 60% (24/39) were IFN-γ responsive genes (Fig. 3c). Depletion of CD169^+^ macrophages also reduced the expression of *Cxcl10* and *Ccl5*, which are proinflammatory chemokines that recruit T cells and NK cells (Fig. 3d). 

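Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) had 2217 CPM (2196 to 2239) in WT macrophages and 481 (467 to 495) in CD169-DTR macrophages, a log2 ratio of 2.20 (2.16 to 2.25) from 41531 and 4713 UMIs. With the same weight for every macrophage cluster in both libraries, the alternative that moved it most and one chosen after the data were seen, it was 1.47. At the common depth, 53.7% (51.3 to 56.2) of WT and 24.4% (21.1 to 27.8) of CD169-DTR macrophages held a Cxcl10 UMI, and without thinning 60.7% and 35.4%. NK cells, which should lack the gene, gave 37.9% and 17.9% at the common depth, at median depths of 5187 and 6350 UMIs. A share up to these levels may be background, whose source was not tested. In NK cells, 91 of the 911 WT UMIs and 55 of the 86 CD169-DTR UMIs came from 1 cell each. Evenly spread free RNA is therefore not its only source. With free RNA subtracted, the log2 ratio in macrophages was 2.28. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had 1078 CPM (1063 to 1092) against 270 (260 to 281), a log2 ratio of 2.00 (1.94 to 2.06). It was lowest, at 1.54, with the libraries merged without integration. Cxcl9 had 65.0 against 14.8 CPM, a log2 ratio of 2.14 (1.89 to 2.39), and 398 of its 1218 WT UMIs came from 1 cell. Cxcl16 had 473 against 523, a log2 ratio of −0.14 (−0.19 to −0.09), which turned to 0.08 with equal weight per cell and also without the border-associated-like cluster.

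**Figure D2:**
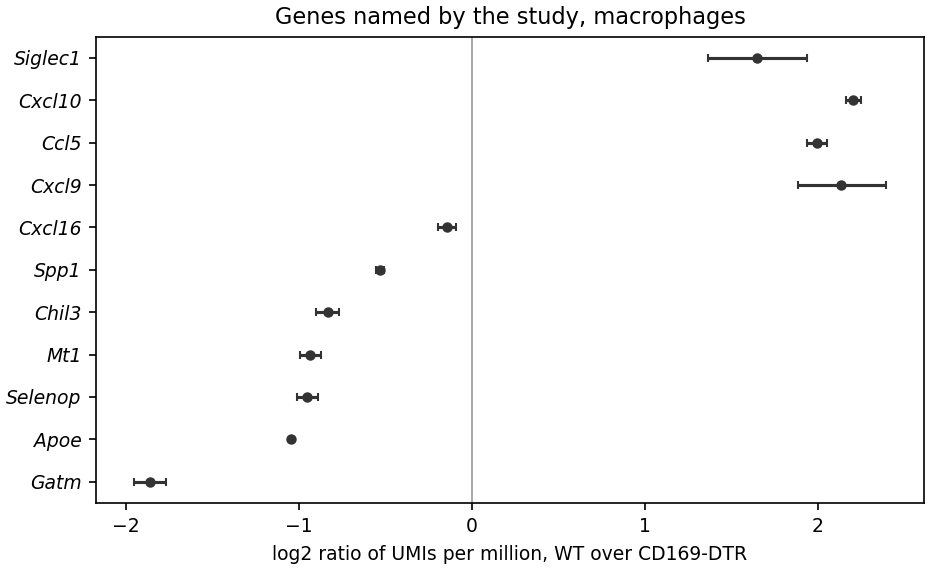
Log2 ratio of CPM in macrophages, WT over CD169-DTR, of 11 genes the study names, as points with 95% intervals for counting error. Cxcl10, Ccl5 and Cxcl9 stand at 2.20, 2.00 and 2.14, and the other chemokine, Cxcl16, at −0.14.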

Reduced CXCL10 expression in gliomas from CD169-DTR mice was also confirmed at the protein level (Fig. 3e). IFN-response genes were also enriched in the macrophage cluster from gliomas in WT mice (Supplementary Fig. 3f). 

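Of 68 IFN-response genes with at least 20 UMIs in macrophages, 67 were higher in WT. Their median log2 ratio was 1.04 (0.98 to 1.07), at percentile 100 of the matched random lists. Among the alternatives, the same weight for every macrophage cluster moved it most, to 0.57. The median over all 11736 genes with as many UMIs was −0.04, and 0.01 with median-ratio scaling. The genes selective for IFN-γ had a median of 1.05 (0.82 to 1.13) over 21 genes and those selective for type I IFN a median of 1.37 (1.27 to 1.43) over 19, both at percentile 100. Single genes included Ifit3, with a log2 ratio of 1.63 (1.58 to 1.69), and Isg20, with 1.89 (1.80 to 1.99).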

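Short lists of genes, written for these terms without the gene set collection the authors used, were compared between the macrophages of WT and CD169-DTR mice. For 31 genes of the inflammatory response the median log2 ratio was 0.25 (0.20 to 0.30), at percentile 99.9, with 21 genes higher in WT. It was lowest without the border-associated-like cluster, at 0.07. For 38 genes of TNF-α signaling it was 0.24 (0.22 to 0.26), with 30 higher in WT, and it was lowest without the border-associated-like cluster, at 0.10. For 14 genes of the regulation of NOS it was 0.19 (0.10 to 0.26), at percentile 94.3, and it turned to −0.09 without the border-associated-like cluster. A list of 32 genes induced by cell handling had a median of 0.19 (0.15 to 0.21) in macrophages, close to those of the TNF-α and NOS lists. The inflammatory and TNF-α lists share genes with the IFN-response list, such as Cxcl10.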

Gene sets for activated macrophages, including nitric oxide synthase (NOS) production, inflammatory response and tumor necrosis factor (TNF-α) signaling, were also enriched in the macrophage cluster from gliomas in WT mice (Fig. 3f). 

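The 6 genes Gatm, Selenop, Apoe, Chil3, Mt1 and Spp1, which the study picked from these libraries, were each lower in WT than in CD169-DTR macrophages. Gatm (ENSMUSG00000027199, chromosome 2, 122594467 to 122611303) had 74.6 CPM (70.8 to 78.6) in WT and 271 (261 to 281) in CD169-DTR macrophages. Apoe had 18714 against 38646 CPM, a log2 ratio of −1.05 (−1.05 to −1.04). Apoe and Spp1 are among the leading genes of the border-associated-like cluster. Chil3 is among those of macrophage clusters of 1329 WT and 235 CD169-DTR cells and of 189 and 147 cells. The ratios were −0.95 for Selenop, −0.93 for Mt1, −0.83 for Chil3 and −0.53 for Spp1. The median of the 6 was −0.94 (−0.99 to −0.90). It ranged from −1.04 without the border-associated-like cluster to −0.80 with the same weight per macrophage cluster. It lay below all of the random lists, which carries no weight because the genes were picked from these same libraries. Gatm was also lower in WT cells of other classes, with log2 ratios of −1.62 in microglia, −0.67 in DCs and −0.81 in B cells, and it lies 8.46 Mb from Siglec1. Of the lists for metabolism, 51 MYC targets had a median of −0.21 (−0.24 to −0.17), 44 genes of fatty acid metabolism −0.18 (−0.25 to −0.16) and 71 genes of oxidative phosphorylation −0.11 (−0.12 to −0.08). CD169-DTR macrophages were deeper than WT macrophages. Among the 877 WT and 188 CD169-DTR macrophages of 5000 to 10000 UMIs, the median of the MYC targets was −0.15 (−0.22 to −0.09) and that of oxidative phosphorylation −0.01 (−0.03 to 0.03).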

In the macrophage cluster from CD169-depleted gliomas, the enriched gene sets were associated with alternatively activated macrophages and immunosuppressive-macrophage polarization (Fig. 3g, h and Supplementary Fig. 3g)^24^. These data suggest that tumor-infiltrating CD169^+^ cells are macrophages stimulated by IFN-γ that contribute to the proinflammatory tumor microenvironment.

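In macrophages, over 32 genes of JAK-STAT signaling the median log2 ratio of WT over CD169-DTR was 0.19 (0.13 to 0.26), with 23 genes higher in WT, and over 27 genes of antigen processing 0.28 (0.22 to 0.32), with 20 higher. Both medians were above at least 99.9% of the random lists. The paper proposes that tumor-infiltrating CD169-positive cells are macrophages stimulated by IFN-γ. Here it draws on the IFN-γ responsive genes among those that differ between WT and CD169-depleted macrophages (Fig. 3c). It also draws on the lower Cxcl10 and Ccl5 after depletion (Fig. 3d, e). Further evidence is the enriched gene sets of activated macrophages in WT and of immunosuppressive polarization after depletion (Fig. 3f–h). Later it reports fewer CD169-positive macrophages in IFN-γ KO mice (Fig. 5d) and less CD169 after NK cell depletion (Fig. 5e). In IFNαR1 KO mice, CD169 was comparable to WT (Supplementary Fig. 5b).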

**Fig. 3:**
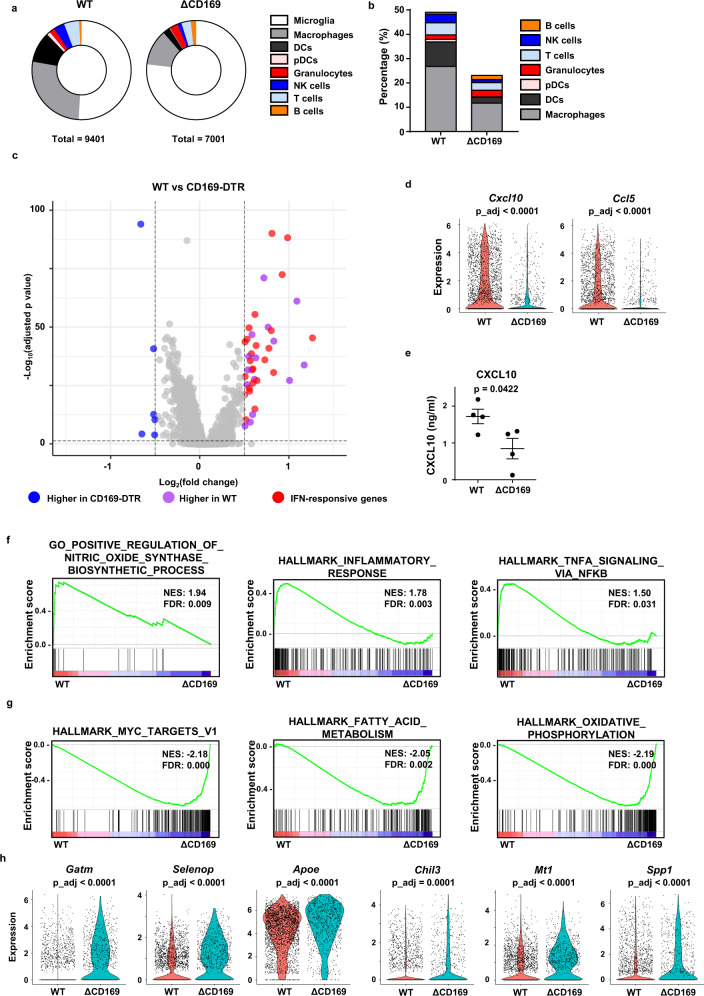
CD169^+^ macrophages are IFN-responsive inflammatory macrophages. Wild-type (*n* = 3) and CD169-DTR (*n* = 3) mice were intracranially injected with GL261. Mice were intraperitoneally injected with DT at −1 and +4 days of tumor injection. Ten days post-inoculation (dpi) of GL261, single cells were isolated and pooled. CD45.2^+^ immune cells were sorted and analyzed by scRNAseq. **a**, **b** Percentage of each immune cell cluster in gliomas of WT and CD169^+^ cell-depleted mice. **c** A DEG plot shows macrophage clusters of WT and CD169-DTR mice (gray dots indicate |log_2_(fold change)| <0.5 or adjusted *p*-value > 0.05). **d** Gene expression of proinflammatory chemokines (*Cxcl10* and *Ccl5*). **e** Expression of CXCL10 in tumor tissues of WT (*n* = 4) and CD169-DTR (*n* = 4) mice. Data represent two independent experiments. The *p* value was calculated from unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. **f**, **g** Gene sets enriched in infiltrated macrophages from WT and CD169-DTR mice were analyzed. **h** Differentially expressed immunosuppressive tumor-associated macrophage signatures (*Gatm, Selenop, Apoe, Chil3, Mt1*, and Spp*1*) in macrophages from WT and CD169-DTR mice. ΔCD169 indicates CD169-depletion group. All p_adj is adjusted p-value for multiple comparisons, calculated from two-sided Wilcoxon Rank-Sum test. Source data are provided as a Source Data file.

### Depletion of CD169^+^ macrophages reduces T cell responses against gliomas

Properly activated macrophages recruit activated T cells into the tumor through chemokine production^15,25^. In the brain tumors, CD169^+^ macrophages produced proinflammatory chemokines, such as *CXCL10* and *CCL5* (Fig. 3d, e). 

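The shares of lymphocytes with a UMI of Cxcr3 (ENSMUSG00000050232, chromosome X, 101731535 to 101734269) were taken per library at the common depth. The comparison used 198 WT and 67 CD169-DTR NK cells, 44 and 23 Treg-like cells, and 27 and 8 γδ T-like cells, beside the T cells. Left out as too shallow were 104 and 17 NK cells, 90 and 29 T cells, 10 and 9 Treg-like cells, and 5 and 3 γδ T-like cells. Cxcr3 was held by 50.6% (44.1 to 57.1) of WT and 37.0% (28.9 to 45.8) of CD169-DTR T cells, and without thinning by 56.5% and 45.7%. In NK cells it was held by 22.7% (17.1 to 29.2) and 25.4% (15.5 to 37.5), unthinned 25.8% and 28.6%. Treg-like cells gave 29.5% (13 of 44) and 34.8% (8 of 23), unthinned 40.7% and 40.6%. Among γδ T-like cells, 9 of 27 WT and 1 of 8 CD169-DTR cells held it, unthinned 40.6% and 36.4%. In macrophages, a deeper class that should lack Cxcr3, the shares were 0.855% and 1.66%.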

*Cxcr3* and *Ccr5*, the receptors for CXCL10 and CCL5, were broadly expressed on tumor-infiltrating lymphocytes, including regulatory T cells (Treg), gamma-delta (γδ) T cells, and NK cells (Supplementary Fig. 4a). 

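T and NK cells were clustered again on their own, as the study did, and counted over all immune cells of their library. T cells were 333 of the WT (3.58%, 3.21 to 3.97) and 164 of the CD169-DTR immune cells (2.37%, 2.02 to 2.75), a log2 ratio of 0.60 (0.32 to 0.87) or 1.51-fold. Merging the libraries without integration moved this ratio most, to 0.37. NK cells were 302 cells (3.24%) against 84 cells (1.21%), a log2 ratio of 1.42 (1.07 to 1.79) or 2.68-fold. Cells of γδ T-like clusters were 0.344% (0.235 to 0.485) against 0.159% (0.079 to 0.284), from 32 and 11 cells, a log2 ratio of 1.11 (0.09 to 2.25). Treg-like cells were 0.580% (0.436 to 0.756) against 0.462% (0.316 to 0.651), from 54 and 32 cells, a log2 ratio of 0.33 (−0.33 to 1.01), a difference not detectable at this depth. A further 86 WT and 14 CD169-DTR cells (0.923% and 0.202%) formed sub-clusters led by myeloid genes and stayed unnamed. Their median depths were 13797 and 14400 UMIs, against 5739 and 6349 in the other T and NK cells.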

Depletion of CD169^+^ macrophages reduced the infiltration of T cells and NK cells but did not affect the percentage of γδ T cells or Tregs (Fig. 4a). 

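In Treg-like cells, 62 IFN-response genes had a median log2 ratio of 0.27 (0.20 to 0.45), at percentile 99.6. The median of 50 MYC targets was 1.04 (0.88 to 1.19) in these cells, at percentile 100. Gzmb had a log2 ratio of 1.45 (1.07 to 1.84) from 506 and 64 UMIs, of which 33 of the 64 came from 1 CD169-DTR cell. In γδ T-like cells, 48 IFN-response genes had a median of 0.76 (0.50 to 0.96), at percentile 100. Ifit3 had a ratio of 1.68 (0.78 to 2.73) from 100 and 11 UMIs. The median of 34 MYC targets in γδ T-like cells was −0.21 (−0.35 to 0.02). Genes selective for IFN-γ had a median of 0.05 (−0.32 to 0.67) in γδ T-like cells, at percentile 58.9. In Treg-like cells their median was 0.21 (0.04 to 0.69), at percentile 84.1, which matched random lists often reach. These classes are small, and their intervals leave the difference between mice open.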

No significant changes in gene expression were detected in Tregs or γδ T cells (Supplementary Fig. 4b, c). 

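In NK cells, the median log2 ratio of WT over CD169-DTR over 65 IFN-response genes was 1.16 (0.95 to 1.20), at percentile 100, with every one of the 65 higher in WT, and 1.06 with free RNA subtracted. The 16 genes selective for IFN-γ had a median of 0.97 (0.52 to 1.17), the 18 selective for type I IFN 1.49 (1.32 to 1.78), and 30 genes of JAK-STAT signaling 0.22 (0.08 to 0.33). Of the cytotoxic molecules and receptors, Gzma had 6205 CPM in WT against 7846, a log2 ratio of −0.34 (−0.39 to −0.29). Prf1 had 496 against 626 (log2 ratio −0.34, −0.52 to −0.15), Ifng 400 against 508 (−0.35, −0.55 to −0.14) and Klrk1 1180 against 1096 (0.11, −0.02 to 0.24). Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was higher in WT, with 3004 CPM (2922 to 3088) against 1692 (1588 to 1801), a log2 ratio of 0.83 (0.73 to 0.93). The T and NK clusters of the first round, an alternative chosen after the data were seen, moved it most, to 0.70. The median of these 5 genes was −0.34 (−0.37 to −0.11), at percentile 0.02. With equal weight per cell, Ifng and the median were both −0.0483. Ranked among 6465 genes with at least 30 UMIs, the 5 highest were Cmpk2 (3.72), Ifitm2 (3.65), Ifit3b (3.45), Rsad2 (3.05) and Ifit3 (2.89), with between 1 and 22 UMIs in CD169-DTR NK cells. The 5 lowest were Nudcd1 (−2.80), Cd3g (−2.71), S100a4 (−2.23), Id3 (−2.19) and Cbfa2t3 (−2.19). Of the CD169-DTR UMIs, 32 of 57 for Cd3g, 19 of 29 for Nudcd1 and 22 of 46 for Id3 came from 1 cell each.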

Expression of cytotoxic molecules and receptors were not changed in NK cells following depletion of CD169^+^ macrophages, despite higher expression of genes related to the IFN-γ-response and STAT signaling (Fig. 4b, c and Supplementary Fig. 4d, e). T cells from CD169-depleted mice expressed lower levels of IFN-γ-responsive genes and down-regulated the expression of *Ifng* and *Gzmb* (Fig. 4d–f). Conversely, gene sets associated with T cell activation and antigen-specific responses were enriched in gliomas from WT mice (Fig. 4e). In addition, intratumoral mRNA expression of IL12p40, cytokine critical for T cell activation was significantly decreased under CD169^+^ cell depletion conditions (Supplementary Fig. 4f). These data suggest that the cytotoxic functions of T cells are reduced in the absence of CD169^+^ macrophages.

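In T cells, Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) had 216 CPM (198 to 235) in WT and 103 (85.2 to 123) in CD169-DTR, a log2 ratio of 1.07 (0.78 to 1.37) from 542 and 119 UMIs. It rose to 1.63 with the cells of highest doublet score removed. With the first-round T clusters it was −1.03. That alternative was chosen after the data were seen, and its clusters include Treg-like cells, of which 1 CD169-DTR cell holds 409 Ifng UMIs. Gzmb had 649 CPM (618 to 682) against 315 (283 to 348), a log2 ratio of 1.05 (0.88 to 1.21). The other genes of the study's panel differed less or rested on single cells. Prf1 had a log2 ratio of −0.23 (−0.72 to 0.28) and Klrk1 of 0.05 (−0.15 to 0.26), and for Gzma, with −1.29, 358 of the 400 CD169-DTR UMIs came from 1 cell. The median of the 5 was 0.05. All of 66 IFN-response genes were higher in WT, with a median log2 ratio of 0.86 (0.79 to 0.96), and the 16 genes selective for IFN-γ had a median of 1.05 (0.86 to 1.28). Ranked among 7814 genes, the 5 highest were H2-Eb1 (4.08), Cd74 (3.91), Gas2l3 (3.84), Il2ra (3.68) and H2-Ab1 (3.59). Of the WT UMIs of H2-Eb1, Cd74 and H2-Ab1, 163 of 256, 454 of 879 and 160 of 314 came from 1 cell each. Gas2l3 rested on 31 WT and 1 CD169-DTR UMIs, and 58 of the 166 WT UMIs of Il2ra came from 1 cell. With the cells of highest doublet score removed, the ratio of Gas2l3 was 1.57 and that of Il2ra 2.31. The 5 lowest were Igfbp4 (−4.28), Pxylp1 (−2.17), Tmem108 (−2.01), Dirc2 (−1.92) and Cd55 (−1.75).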

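Over 26 genes of antigen processing and presentation, the median log2 ratio in T cells was 0.33 (0.25 to 0.44), at percentile 99.9, and 25 of them were higher in WT. For 32 JAK-STAT genes it was 0.20 (0.11 to 0.36), at percentile 85.9, which matched random lists often reach. The 51 MYC targets had a median of 0.18 (0.13 to 0.26), at percentile 90.6. The 6 checkpoint genes the study names had a median of 0.97 (0.39 to 1.36). A list of 8 microglial genes, which T cells should lack, had a median of 1.15 in these cells.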

**Fig. 4:**
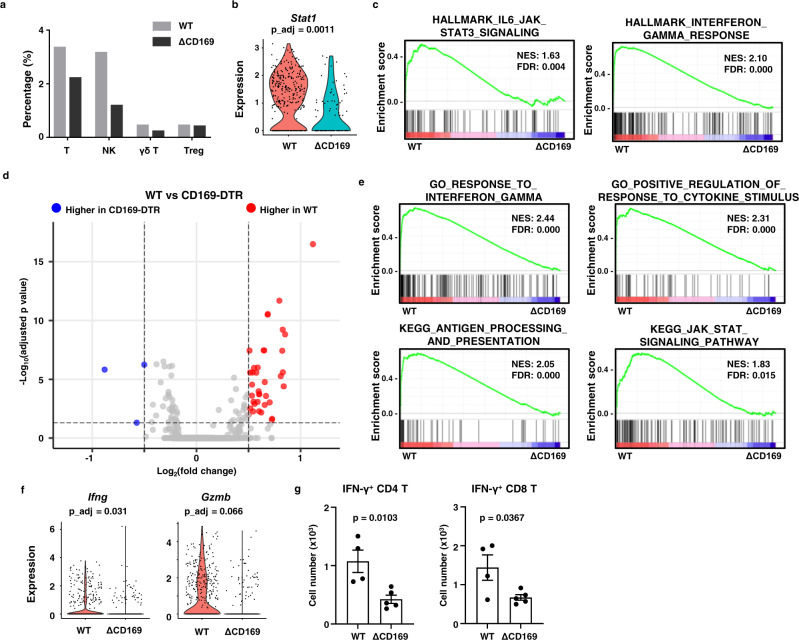
Depletion of CD169^+^ macrophages reduced the tumor infiltration of inflammatory lymphocytes. T cell (*Cd3e*^+^), NK cell (*Ncr1*^+^), γδ T cell (*Trdc*^+^), and Treg (*Foxp3*^+^) were re-clustered in T cell and NK cell clusters (excluding myeloid clusters) and analyzed. **a** Percentage of T cells, NK cells, γδ T cells, and Tregs in *Ptprc*^+^ immune cells were analyzed. **b**, **c** Expression of *Stat1* (**b**) and inflammatory (**c**) gene set enrichment was analyzed for NK cell clusters. **d**–**f** Gene expression of T cell clusters was analyzed using DEG analysis (gray dots indicate |Log_2_(fold change)| <0.5 or adjusted *p*-value > 0.05) (**d**) and gene set enrichment assays (**e**). **f** Expression of *Ifng* and *Gzmb*. **g** IFN-γ-producing glioma-infiltrating T cells were analyzed in WT (*n* = 4) and CD169-DTR (*n* = 5) mice at 10 dpi of GL261 cells. Data represent two independent experiments. ΔCD169 indicates CD169-depletion group. The *p*-values were calculated by unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. All P_adj for violin plots and volcano plot are adjusted *p* value for multiple comparisons, calculated from two-sided Wilcoxon Rank-Sum test. Source data are provided as a Source Data file.

We confirmed the change in T cell responses after depletion of CD169^+^ macrophages by flow cytometry analysis. IFN-γ producing tumor-infiltrated T cells were reduced in CD169-DTR mice, although the total number of infiltrating CD45^+^ immune cells was comparable with WT mice (Fig. 4g and Supplementary Fig. 4g, h) and IFN-γ producing T cells in the spleen were slightly increased (Supplementary Fig. 4i, j). In line with the scRNAseq analysis, IFN-γ production and expression of CD107a, a marker of degranulation of cytotoxic molecules, in NK cells and γδ T cells was not changed (Supplementary Fig. 4k–m). These results demonstrated that CD169^+^ macrophages promote antitumor immune responses through the accumulation of activated T cells into the tumor.

### CD169^+^ macrophages originated from IFN-γ stimulated blood monocyte-derived macrophages

In the brain tumor, CD169^+^ macrophages expressed markers of monocyte-derived cells, such as CCR2 and Ly6C (Fig. 2g), although CD169 can be expressed in several tissue-resident macrophages. To confirm the origin of CD169^+^ macrophages in gliomas, we analyzed CD169^+^ macrophages in a parabiosis experiment. A CD45.2 mouse was connected to a CD45.1 congenic mouse and orthotopically implanted with GL261 cells. After glioma formation, CD45.1^+^ cells that had infiltrated from blood into the tumor were analyzed. In the tumor-infiltrating CD45.1^+^ cells, some CD11b^+^F4/80^+^CCR2^+^Ly6C^+^ monocyte-derived macrophages expressed CD169 (Fig. 5a). Blocking monocyte migration with a CCR2 antagonist reduced the infiltration of CD169^+^ macrophages into the tumor (Fig. 5b, c). Diminished infiltration of CD169^+^ macrophages was also confirmed in CCR2 knockout (KO) mice (Supplementary Fig. 5a). These results demonstrated that CD169^+^ macrophages infiltrating the glioma were derived from CCR2^+^ blood monocytes.

**Fig. 5:**
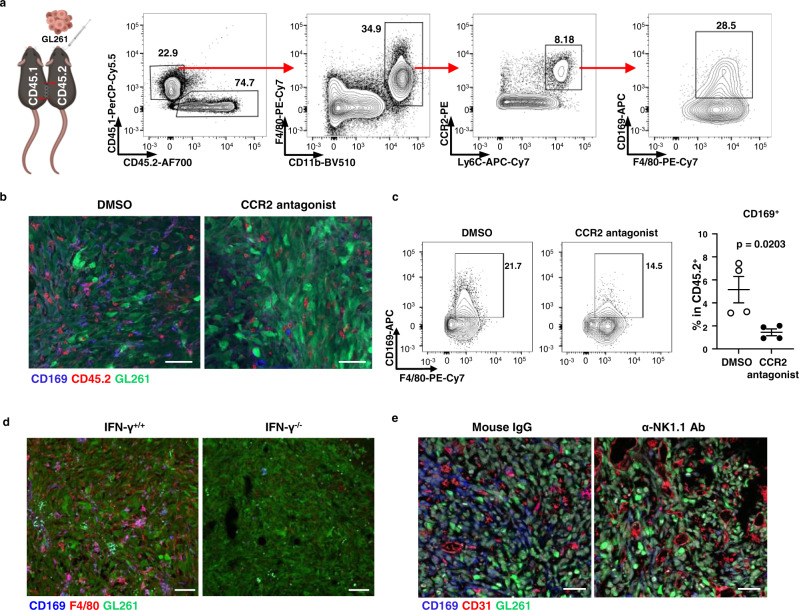
IFN-γ production by NK cells is critical for the tumor infiltration of monocyte-derived inflammatory macrophages. **a** CD45.2 mice (*n* = 3) were connected by parabiosis to CD45.1 mice (*n* = 3) and injected with GL261. Immune cells from the tumor were analyzed at 20 dpi by flow cytometry. The bold numbers in the plots indicate the percentage of gated cells. Data represent two independent experiments. Figure for parabiosis experiment scheme was created with BioRender.com. **b**, **c** C57BL/6 J male mice were treated with 5 mg/kg of CCR2 antagonist every 3 days starting one day before GL261-GFP injection. DMSO was injected as a control. Infiltration of CD169^+^ macrophages into gliomas was analyzed by **b** confocal microscopy at 10 dpi (*n* = 3 for each group) or **c** flow cytometry at 15 dpi (*n* = 4 for each group). **b** Scale bar indicates 50 μm. **c** The *p*-value was calculated by unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. Data represent three independent experiments. The bold numbers in the plots indicate the percentage of gated cells. **d**, **e** Accumulation of CD169^+^ macrophages in a GL261-GFP derived brain tumor was analyzed by confocal microscopy. Scale bars equal to 50 μm. All image data represent more than two independent experiments. **d** WT (*n* = 3) and IFN-γ KO (*n* = 3) mice were injected with GL261-GFP and analyzed 10 days after tumor injection. **e** C57BL/6 J mice were injected with anti-NK1.1 antibody (*n* = 3) or mouse IgG (*n* = 3) as isotype control at −2, −1, +7 days and analyzed 10 days after tumor inoculation. Scale bars equal to 50 μm. Confocal images represent two independent experiments. Source data are provided as a Source Data file.

Due to the expression of numerous IFN-responsive genes in CD169^+^ macrophages, we hypothesized that tumor-infiltrating macrophages were regulated by IFNs. To confirm this, we analyzed the expression of CD169 in tumor-infiltrating macrophages that were deficient in IFN signaling. CD169 expression was comparable in gliomas from IFNαR1 KO and WT mice (Supplementary Fig. 5b). However, CD169^+^ macrophages were significantly reduced in IFN-γ KO mice (Fig. 5d), suggesting that IFN-γ is critical for the accumulation of CD169^+^ macrophages in gliomas. scRNAseq analysis identified NK cells as the major source of IFN-γ during the early progression of the tumor (Supplementary Fig. 5c). 

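Of the 1506 Ifng UMIs in immune cells of the WT library, 668 (44.4%, 41.8 to 46.9) lay in NK cells and 36.0% (33.6 to 38.5) in T cells. Another 5.98% lay in Treg-like cells, 7.70% in the unnamed sub-clusters of T and NK cells, and 3.05% in microglia. Of the 882 in the CD169-DTR library, 295 (33.4%, 30.3 to 36.7) lay in NK cells, 13.5% (11.3 to 15.9) in T cells and 46.6% in Treg-like cells, where 1 cell held 46.4% of all Ifng UMIs of the library. Without that cell, an alternative chosen after the data were seen, NK cells held 62.4%. In WT, the share of NK cells was highest with the cells of highest doublet score removed, at 48.9%. The same removal gave the lowest share of T cells, 21.5%, and the first-round T and NK clusters, an alternative also chosen after the data were seen, the highest, 45.9% beside 48.6% for NK cells. At the common depth, 48.0% (40.8 to 55.2) of WT and 38.8% (27.1 to 51.5) of CD169-DTR NK cells held an Ifng UMI, against 27.2% (21.7 to 33.2) and 20.0% (13.6 to 27.7) of T cells. Without thinning the shares were 51.7% and 53.6% of NK cells, and 31.5% and 25.0% of T cells. Microglia, which should lack the gene, gave 0.366% and 0.104% at median depths of 7670 and 7929 UMIs.

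**Figure D3:**
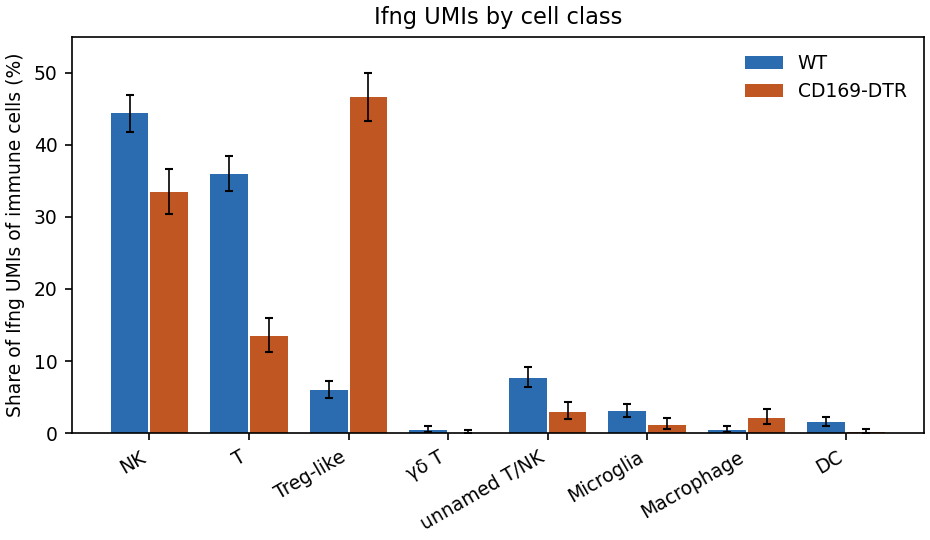
Share of the Ifng UMIs of immune cells that lies in each cell class, in percent, for the WT (blue) and CD169-DTR (orange) library, with bars from 0 and error bars for 95% intervals of counting error. In WT, NK cells hold 44.4% and T cells 36.0%, and the bar of 46.6% for CD169-DTR Treg-like cells rests on 1 cell.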

Administration of anti-NK1.1 antibody to deplete NK cells reduced CD169 expression in tumors (Fig. 5e), suggesting that IFN-γ produced by NK cells is required for the infiltration of CD169^+^ macrophages into gliomas.

### CD169 boosts phagocytosis of apoptotic tumor cells and tumor-specific T cell responses

Previous studies have demonstrated that tumor debris accelerates tumor growth and increases immunosuppression^26–28^. CD169 on macrophages in the spleen and LN mediates the capturing of particles from bacteria, viruses, and dead cells^17,29^. We hypothesized that CD169 contributes to the antitumor immune response by mediating the phagocytosis of tumor cells. Fc-conjugated CD169 (CD169-Fc) bound to GL261 cells, confirming that GL261 glioma cells display the 2,3-sialylated glycoproteins or glycolipids recognized by CD169 (Supplementary Fig. 6a). The binding of CD169-Fc was eliminated by pre-treatment with neuraminidase, which cleaves the glycosidic linkage of sialic acid (Fig. 6a, b). Interestingly, the binding of CD169-Fc to GL261 was increased by the induction of apoptosis in GL261 cells via γ-irradiation. Additionally, CD169^+^ macrophages were co-localized with cleaved caspase-3^+^ apoptotic tumor cells (Fig. 6c). To confirm the contribution of CD169 on the phagocytosis of tumor cells, labeled GL261 cells were co-cultured with CD169-expressing bone marrow-derived macrophages (BMDM) (Supplementary Fig. 6b). The phagocytosis of apoptotic GL261 cells was significantly decreased by blockade of CD169 on BMDMs (Fig. 6d, e). We confirmed that CD169-blockade did not affect the BMDM phagocytosis of latex beads, which lack the CD169 ligand (Supplementary Fig. 6c). These results revealed that tumor-infiltrating macrophages promote an antitumor response through CD169 binding and phagocytosis of dead glioma cells.

**Fig. 6:**
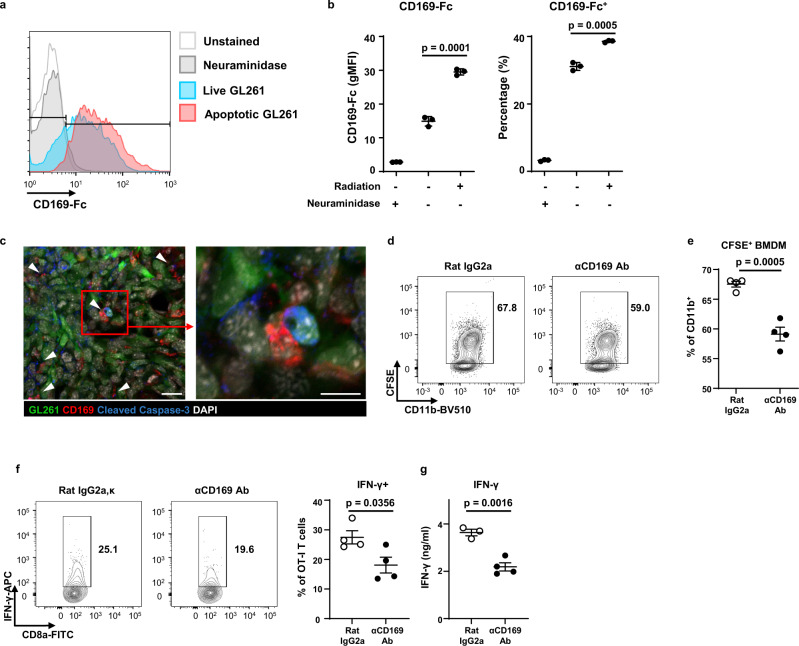
CD169 enhances phagocytosis of apoptotic tumor cells. **a**, **b** Live or apoptotic GL261 were incubated with CD169-Fc and AF647-conjugated anti-mouse IgG to detect CD169 ligand on the cell surface. Neuraminidase was applied before CD169-Fc treatment as a negative control. **a** Cells were analyzed by flow cytometry. **b** Geometric mean fluorescence intensity (gMFI) and percentage of CD169-ligand^+^ cells were measured. Data represent two independent experiments. **c** Co-localization of CD169^+^ macrophages and apoptotic tumor cells expressing cleaved caspase-3 in glioma (*n* = 3 biologically independent mice) was detected by confocal microscopy. The image on the right is a magnified version of the image on the left. Data represent two independent experiments. Scale bars indicate 20 μm for the left image and 10 μm for the right image. White arrows indicate co-localized regions. These images represent two independent experiments. **d**, **e** BMDMs were treated with anti-CD169 blocking antibody or rat IgG as an isotype control before co-culture with apoptotic GL261 tumor cells. **d** Phagocytosis of fluorescently labeled GL261 cells was analyzed by flow cytometry. **e** Percentage of BMDMs that uptake tumor cells. The data represent three independent experiments. **f**, **g** BMDMs were treated with anti-CD169 blocking antibody or rat IgG before phagocytosis of apoptotic GL261 cells expressing ovalbumin (OVA). OT-I T cells were co-cultured with BMDMs for 5 days. **f** IFN-γ-producing T cells were analyzed after phorbol myristate acetate and ionomycin stimulation. **g** IFN-γ produced by OT-I T cells. Bold numbers in plots indicate the percentage of gated cells. The data represent three independent experiments. All *p*-values were calculated by unpaired two-tailed *t*-test. Data are presented as mean values + /− SEM. Source data are provided as a Source Data file.

Recognition and phagocytosis of dead tumor cells by antigen-presenting cells is the first step to trigger tumor-specific T cell responses^30^. CD169^+^ macrophages directly contacted intratumoral T cells, and depletion of CD169^+^ macrophages reduced the IFN-γ-producing T cells (Fig. 2f). Thus, we hypothesized that phagocytosis enhanced by CD169 would improve antigen-specific T cell responses. To confirm this, we co-cultured BMDMs under CD169 blockade with OT-I T cells; the BMDMs engulfed apoptotic GL261 cells that expressed ovalbumin (GL261-OVA) (Supplementary Fig. 6d). As expected, CD169 blockade during phagocytosis reduced the T cell stimulation by macrophages and the IFN-γ production by antigen-specific T cells (Fig. 6f–g). Taken together, we show that CD169 on macrophages contributes to phagocytosis through ligand binding on apoptotic tumor cells and enhances tumor-specific T cell responses.

## Discussion

GBM, the most aggressive form of brain tumors, is categorized as a ‘cold tumor’ due to the limited T cell responses and a large accumulation of immunosuppressive TAMs^6,31^. We demonstrated that in human GBMs, increased CD169 expression in CD68^+^ macrophages correlated with increased numbers of cytotoxic lymphocytes and increased patient survival. In a mouse glioma model, brain tumor-infiltrating macrophages also expressed CD169 and produced the proinflammatory chemokines CXCL9, CXCL10, and CXCL16. Previous studies have shown that tumor infiltration of activated T cells and NK cells is significantly reduced in mice deficient in CXCR3, the receptor for CXCL9 and CXCL10^32^. Similarly, depletion of CD169^+^ macrophages in our studies reduced the expression of CXCL10 and the infiltration of T cells and NK cells. Furthermore, when we depleted CD169^+^ macrophages, the remaining macrophages displayed an immunosuppressive M2 phenotype. Our results demonstrate that CD169^+^ macrophages in gliomas are proinflammatory and can mediate the accumulation and antitumor responses of T cells and NK cells. CXCR3 signaling in the TME was previously shown to be critical for the responsiveness of immunotherapy^33^, suggesting that CD169^+^ macrophages could be an attractive target for improving the success of immunotherapy treatments against gliomas.

CD169^+^ macrophage depletion reduced the infiltration of a variety of immune cells into tumors. Although few intratumoral macrophages expressed CD169, CD169^+^ macrophage depletion reduced total macrophage infiltration by half. As macrophages produce various chemokines, the depletion of CD169^+^ macrophages reduced intratumoral chemokines and influx of immune cells. It has been reported that intratumoral IFN-γ is important for tumor infiltration of macrophages or DCs and suppresses inhibitory immune cells, thus restricting immune-cell influx into tumors^34,35^. CD169^+^ macrophage depletion decreased IFN-γ-producing T cells in tumors, which may change the immune environment in tumors.

Microglia, resident macrophages in brain parenchyma, and border-associated macrophages (BAM), resident macrophages in brain meninges and perivascular regions, originate from yolk sac precursors and are maintained through self-renewal in homeostasis^36^. CD169 is a marker of several tissue-resident macrophages in non-lymphoid organs as well as lymphoid organs^21,22,37^. Interestingly, microglia did not express CD169 although BAMs expressed CD169 without any inflammatory signals. In this study, we found that CD169^+^ macrophages largely infiltrated into brain tumor. These cells originated from CCR2-dependent blood monocytes and the expression of CD169 was IFN-γ dependent. In contrast to inflammatory phenotype of CD169^+^ macrophages in glioma, perivascular macrophages suppress inflammation by restraining prostaglandin E_2_ production from endothelial cells in LPS stimulation^38^.

IFNs are important cytokines for the induction of CD169 expression^39^. CD169^+^ macrophages in the subcapsular sinuses of LNs are co-localized with IFN-α producing macrophages and plasmacytoid DCs. IFN-γ can also induce CD169 expression in blood monocytes and macrophages in vitro. In this study, the expression of CD169 in gliomas did not change in the absence of IFN-α but was abolished in IFN-γ KO mice. Innate immune cells are the major producer of IFN-γ prior to the activation of adaptive immune responses. We demonstrated that depletion of NK cells, which are major producers of IFN-γ during the early onset of brain tumor progression, reduced the infiltration of CD169^+^ macrophages. Recent studies also suggested that γδ T cells can produce IFN-γ early in the tumor progression before the TME becomes hypoxic^40^. These data suggest that IFN-α and IFN-γ differentially control the expression of CD169 on macrophages under homeostatic and disease conditions.

Because dead cell-derived molecules, such as prostaglandin E (PGE) and adenosine, are known to promote an immunosuppressive TME^27^, clearance of dead tumor cells may indirectly promote cytotoxicity of T cells by creating a more proinflammatory TME. Furthermore, we show that macrophages that engulfed more apoptotic GL261-OVA cells activated more antigen-specific T cells. We also show that blockade of CD169 reduced the levels of phagocytosis, suggesting that phagocytosis is triggered by scavenger receptors, and CD169 probably increases affinity for dead tumor cells. Although cross-presentation by macrophages has also been reported, macrophages are known to be less specialized in cross-presentation than DCs, and the pathway by which phagocytosed antigens are cross-presented has not been well described^41,42^. It will be helpful to investigate the relationship between CD169-enhanced phagocytosis and cross-presentation to clarify the mechanism of cross-presentation by macrophages.

This study identified CD169 as a specific marker for a proinflammatory macrophage subset that enhances the recruitment of cytotoxic immune cells in gliomas. IFN-γ produced from NK cells was shown to be important for the tumor infiltration of CD169^+^ macrophages, suggesting that targeting this pathway could increase the proportion of CD169^+^ macrophages and, thereby, promote a proinflammatory TME within gliomas. Future studies will explore therapies that specifically target tumor infiltration and CD169^+^ macrophage activation.

## Methods

### Mice

Eight- to twelve-week-old age- and sex-matched mice of C57BL/6 J background were used for these experiments unless otherwise specified. C57BL/6 J mice were purchased from KAIST and DBL Co. Ltd (Eumseong, Korea). CD169-DTR (Siglec1^tm1(HBEGF)Mtka^) mice were originally generated and kindly provided by Dr. Masato Tanaka (Tokyo University of Pharmacy and Life Sciences, Japan)^43^. IFN-γ^−/−^ (B6.129S7-Ifng^tm1Ts^/J, Stock No: 002287), IFN-αR^−/−^(B6(Cg)-Ifnar1^tm1.2Ees^/J, Stock No: 028288), CX_3_CR-1^GFP^ (B6.129P2(Cg)-Cx3cr1^tm1Litt^/J, Stock No: 005582), CD45.1 (B6.SJL-Ptprc^a^ Pepc^b^/BoyJ, Stock No: 002014), CCR2^−/−^ (B6.129S4-Ccr2^tm1Ifc^/J, Stock No: 004999), and OT-I (C57BL/6-Tg[TcraTcrb]1100Mjb/J, Stock No:003831) mice were purchased from The Jackson Laboratory (Harbor, ME, USA). LSL-EGFRvIII mice (FVB strain background) were kindly provided by Dr. Jeong Ho Lee (KAIST, Korea). Mice used in this study were maintained in a specific pathogen-free facility of KAIST Laboratory Animal Resource Center. Mice were housed in a specific pathogen-free (SPF) facility at KAIST, in a 12 h/12 h light/dark cycle at 18–24 degrees Celsius and 30–70% of humidity range. Control mice were separately housed in same facility. All procedures in this study were performed in accordance with guidelines and protocols (KA2017-41, KA2019-65, and KA2021-048) approved by the Institutional Animal Care and Use Committee (IACUC) of KAIST. Mice were euthanized with CO_2_ supply when they lost more than 30% of bodyweight or showing abnormal behavior as approved by IACUC of KAIST.

### Cell lines

The GL261 mouse glioma cell line and GFP-expressing GL261 (GL261-GFP) were provided by Dr. Injune Kim (KAIST). We purchased the CT2A mouse glioma cell line (Sigma–Aldrich, St. Louis, MO, USA) and the Lenti-X™ 293 T cell line (Takara Bio, Kusatsu, Japan). L929 cell line producing M-CSF was provided by A. Iwasaki (Yale University, New Haven, CT, USA). Cells were passaged using trypsin-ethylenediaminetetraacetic acid (EDTA) (Corning, Corning, NY, USA) and maintained in Dulbecco’s Modified Eagle Medium (DMEM) complete media (CM, containing 10% of fetal bovine serum (FBS) and 1% penicillin-streptomycin (Corning)) at 37 °C. No mycoplasma contamination was confirmed with e-Myco plus Mycoplasma PCR kit (Intron Biotechnology, Seongnam, Korea). GL261 cells expressing intracellular ovalbumin (GL261-OVA) were maintained in DMEM CM with 1 μg/ml puromycin (Sigma–Aldrich).

### Construction of OVA-containing lentivirus and lentiviral transduction of GL261

OVA DNA (pcDNA3-OVA; Addgene, Watertown, MA, USA) was amplified with the following primers: 5′-AAT TGG ATC CTT AAG CTT GCC ACC ATG G-3′ and 5′-TTA TGA ATT CCT CGA GTT AAG GGG AAA CAC ATC TGC C-3′. OVA-encoding DNA fragments were digested with BamHI and EcoRI (Enzynomics, Daejeon, Korea) and inserted into the third-generation lentiviral plasmid pLV-EF1a-IRES-Puro (Addgene).

For assemble of lentivirus, Lenti-X™ 293 T cells were transfected with the OVA-encoding pLV plasmid and packaging plasmids (pRSV-Rev, pMDLg/pRRE, and pMD2.G; Addgene) using the Lipofectamine 3000 transfection reagent (Thermo Fisher Scientific, Hampton, NH, USA). The culture supernatant of transfected cells was filtered with 0.45 μm cellulose acetate filters (Sartorius, Göttingen, Germany).

GL261 tumor cells were spinoculated with OVA-encoding lentivirus and protamine sulfate (Sigma–Aldrich) by centrifugation at 1000 × *g* and 32 °C for 1 h. Transduced cells were selected with puromycin. To make single clones of GL261-OVA, transduced cells were diluted, plated at 0.5 cells/well, and incubated. Cells from wells containing a single colony were harvested, and OVA expression was confirmed with FITC-conjugated anti-OVA antibody (Abcam, Cambridge, United Kingdom) via flow cytometry.

### Mouse GBM model

Genetically modified mouse gliomas were induced as described^40^. Plasmid DNA encoding small guide RNA for *TP53* and *PTEN*, and the genes for Cas9 and Cre-recombinase, provided from Dr. Jeong Ho Lee (KAIST, Korea), were amplified in DH5α (Enzynomics) and purified with NucleoBond Xtra Midi kit (Takara Bio) following the manufacturer’s instructions. One to two-day-old pups of LSL-EGFRvIII mice were anesthetized by hypothermia. The right lateral ventricle was injected at a depth of 2 mm from the skull with 1 μl of plasmid solution (2 μg/μl). To visualize the DNA injection into the ventricle, Fast Green (Sigma–Aldrich) was added to a final concentration of 1 mg/ml. Mice were subjected to electrical pulses (100 V, 50 ms with 950 ms interval, 5 times) with a NEPA21 Super Electroporator (NEPAGENE, Chiba, Japan). Pups were kept warm during recovery and then returned to their mother. Mice were euthanized 16 weeks after inoculation of DNA for immune cell analyses.

For the orthotopic glioma injection model, 8 to 12-week-old male mice were injected with 1 × 10^5^ GL261 or CT2A cells as described^40^. Tumor cells were detached with a trypsin-EDTA solution and washed twice with Dulbecco’s phosphate buffered saline (DPBS) to remove the residual medium. Cells were resuspended in DPBS (10^5^ cell/ 2 μl). Mice were anesthetized with vaporized isoflurane and fixed on a stereotaxic instrument (Stoelting Co, Wood Dale, IL, USA). The eyes were covered with ointment for protection. The scalp was sterilized with alcohol wipes, and a midline incision was made from the ears to eyes to detach the scalp from the skull. A burr hole was drilled on the skull, 2 mm lateral and 2 mm posterior from bregma. Tumor cells were injected into the right frontal cortex, 3 mm beneath the brain surface, at a rate of 0.4 μl/min for 5 min with a 10 μl Hamilton syringe (The Hamilton Company, Reno, NV, USA) loaded on Nano-injector (KD Scientific, Holliston, MA, USA). DPBS (2 μl) without tumor cells was injected as a sham injection control. After injection, the incision was closed with 7 mm wound clip (Roboz, Gaithersburg, MD, USA), and mice recovered on a heating pad with supplemental oxygen.

### Mice treatment

CD169-DTR heterozygous or wild-type (WT) male mice were intraperitoneally injected with 40 ng/g of diphtheria toxin (DT) (List Labs, Campbell, CA, USA) diluted in 200 μl DPBS at early stages (a day before and 4 days after tumor injection) and intermediate stages (5 and 10 days after tumor injection) of tumor progression.

For NK cell depletion, C57BL/6 J male mice were intraperitoneally injected with 500 μg of anti-mouse NK1.1 antibody (Bioxcell, Lebanon, NH, USA) diluted in 200 μl DPBS. Mouse IgG2a (Bioxcell) was used as an isotype control. Injections were performed 1 and 2 days before and 7 days after tumor injection.

To interfere with monocyte migration, C57BL/6 J male mice were intraperitoneally injected with 5 mg/kg of CCR2 inhibitor RS102895 (Sigma–Aldrich) diluted in 200 μl DPBS starting one day before tumor injection and repeated every 3 days.

### Parabiosis experiment

C57BL/6 J (CD45.2) and congenic CD45.1 female mice were conjoined as described^44^. Female 6-wk-old mice were anesthetized by inhalation of vaporized isoflurane for all procedures. Hair from the right or left side of the body was thoroughly removed for each mouse. Shaved areas were aseptically prepared using betadine and alcohol wipes. Mice were injected with 10 mg/kg Ketoprofen (Ubtech, Anyang, Korea) diluted in 200 μl DPBS for analgesia. Skin from 5 mm below the knee joint to 5 mm above the elbow was incised and detached from the subcutaneous fascia. After tying the elbow and knee joints of each mouse pair, skins of the mice were connected by Surgifit 5-0 sutures (Ailee Co., Seoul, Korea). DPBS (0.5 mL) was subcutaneously injected to prevent dehydration after surgery. The whole incision site was covered with betadine for sanitization. Mice were placed on a heating pad with O_2_ supply until fully recovered. Mice were supplied with drinking water containing 2 mg/ml sulfamethoxazole and 0.4 mg/ml trimethoprim (Tokyo Chemical Industry, Tokyo, Japan) for 10 days and intraperitoneally injected with 10 mg/kg Ketoprofen every day for 3 days to prevent infection and pain. Betadine was applied to the incision every day for 3 days. Experiments were performed 4 weeks after parabiosis.

### Bone marrow-derived macrophages preparation

Bone marrow (BM) was isolated by flushing the femurs and tibiae of 8-week-old C57BL/6 J male mice and passed through a 70 μm strainer. Red blood cells were removed by incubation in Ammonium-Chloride-Potassium (ACK) lysis buffer at room temperature for 5 min. Cells were incubated at 37 °C for 7 days in RPMI 1640 (Corning) CM supplemented with M-CSF containing media (supernatants from a cultured L929 cell line expressing M-CSF).

### Analysis of data from human GBM patient

The TCGA-GBM and TCGA-LGG study data was processed using the Xena platform of UCSC^45^. Gene expression and overall survival data of 694 patients were analyzed. Patients were grouped by high (*n* = 347) or low (*n* = 347) expression of *SIGLEC1* or ratio of *SIGLEC1* and *CD68* (*SIGLEC1/CD68*), compared to median (*SIGLEC1* = 6.82, *SIGLEC1/CD68* = 0.632).

For gene expression analyses of anatomic regions from human GBM, data were gained from IVY Glioblastoma Atlas Project^46^. RNA sequencing data (FPKM) of 270 tissue blocks from 37 tumors were analyzed.

Human GBM scRNAseq data set, GSE84465, was analyzed using BioTuring Bbrowser2 software, version 2.8.22 for Window OS (BioTuring Inf., San Diego, CA, USA)^23,47^.

### Single cell preparation

Mice were transcardially perfused with 50 ml cold DPBS to remove the blood before isolating tissues. The right hemisphere of the brain was minced into small pieces by blade and digested with 2 mg/ml collagenase IV (Worthington Biochemical Corporation, Columbus, OH, USA) and 30 μg/ml DNase I (Roche, Basel, Switzerland) at 37 °C for 30 min. Tissues were passed through a 70 μm strainer. To remove non-immune cells from tumor samples, cells were resuspended in 4 ml of 30% Percoll (GE Healthcare, Chicago, IL) containing DMEM CM and loaded onto 3 ml of 70% Percoll containing DPBS supplemented with 1% bovine serum (Thermo Fisher Scientific). Immune cells and myelin were separated by centrifugation. Cells were treated with ACK lysis buffer for 5 min at RT to remove residual red blood cells.

### Flow cytometry

Single cells were resuspended in staining buffer (DPBS with 1% bovine serum and 1% penicillin-streptomycin) with anti-CD16/32 (clone 2.4G2, ATCC HB-197) (1:100 diluted) to block Fc receptors and stained with antibody mixture.

For CD169 macrophages, 1:200 diluted CD169 (Siglec1)-APC (3D6.112) (Biolegend, San Diego, CA, USA), and 1:300 diluted CD45.2-Alexa Fluor 700 (104), Ly6C-APC-Cy7 (HK1.4), CD192 (CCR2)-PE (SA203G11), F4/80-PE-Cy7 (BM8) (Biolegend) and CD11b-BV510 (M1/70) (BD Biosciences, Bergen County, NJ, USA) were added. CD45.1-PerCP-Cy5.5 (A20) (BD Biosciences) (1:300 diluted) was added for parabiosis experiment. 1:1000 diluted propidium iodide (PI) (Biolegend) or 1:400 diluted BD Horizon Fixable Viability Stain 450 (FV450) (BD Biosciences) was added to exclude dead cells.

For DCs, we used the 1:300 diluted CD45.2-Alexa Fluor 700 (104), CD11c-PE-Cy7 (N418) (Biolegend), F4/80-PerCP-Cyanine5.5 (BM8) (Thermo Fisher Scientific), CD11b-BV510 (M1/70) and 1:1500 diluted MHC II-BV421 (M5/114) (BD Biosciences). PI (1:1000 diluted) was added before acquisition to exclude dead cells.

For T lymphocytes, 1:300 diluted CD45.2-Alexa Fluor 700 (104) (Biolegend), CD8a-FITC (53-6.7), CD4-PerCP-Cy5.5 (GK1.5), CD3e-PE-Cy7 (145-2C11) and CD11b-BV510 (M1/70) (BD Biosciences) were used. FV 450 was added to exclude dead cells.

For NK cells and γδ T cells, 1:300 diluted γδ TCR-FITC (GL3), F4/80-PerCP-Cy5.5 (BM8) (ThermoFisher Scientific), NK1.1-PE (PK136), CD45.2-Alexa Fluor 700 (104) (Biolegend) were added. FV450 was added to exclude dead cells.

For intracellular IFN-γ staining, isolated immune cells were stimulated with 50 ng/ml Phorbol 12-myristate 13-acetate (Sigma–Aldrich), 1 µg/ml ionomycin (Sigma–Aldrich), and 2 µM GolgiStop (BD Biosciences) for 3 h. For analysis of degranulation, 1:100 diluted CD107a-PE-Cy7 (1D4B) or rat IgG2a-PE-Cy7 isotype control (RTK2758) (Biolegend) was added before stimulation. After surface staining, cells were fixed and permeabilized with the Fixation/Permeabilization Solution Kit (BD Biosciences) according to the manufacturer’s instructions and stained with 1:100 diluted IFN-γ-PE (for T lymphocytes) or IFN-γ-APC (for NK cells and γδ T cells) (XMG1.2) (Biolegend). Rat IgG1a-PE or Rat-IgG1a-APC were used as isotype control. Cells were washed with staining buffer and analyzed by flow cytometry on LSR Fortessa (BD Biosciences) using FACSDiva software (BD Biosciences, version 8.0.2) or FACS Calibur (BD Biosciences) using CellQuest Pro software (BD Biosciences, version 6.0). Data were analyzed by FlowJo version 10 software (BD Biosciences).

### Single cell RNA sequencing analysis

Single cells isolated from normal brain or tumor tissues were stained with 1:300 diluted CD45.2-APC (104) (BD Biosciences) and 1:1000 diluted PI. CD45.2^+^PI^−^ live immune cells were sorted on a FACS ARIA II cell sorter (BD Biosciences). The 10x chromium single cell 3’ library kit (10x Genomics, Pleasanton, CA, USA) was used to generate a single cell library. Samples were sequenced with HiSeqXten (Illumina, San Diego, CA, USA) for 10,000 cells. The count matrix was generated using Cell Ranger (10x Genomics). Downstream analysis was performed using Seurat v3^48^. For data analysis of the GL261 gliomas, cells with an RNA count too low (<200) or mitochondrial gene expression too high (>17%) were excluded. For data of genetically engineered gliomas, cells with RNA feature counts too low (<1500) or mitochondrial gene expression too high (>10%) were excluded. For CT2A glioma, cells with an RNA count too low (<200) or mitochondrial gene expression too high (>10%) were excluded. Data from each set were integrated using FindIntegrationAnchors (dims = 1:50) and IntegrateData (dims = 1:50) functions. Data were normalized using the LogNormalize method with a 10,000 scale factor. The gene expression is given as the natural log of (1+normalized read count). Clusters were separated using FindVariableFeatures (nfeatures = 2000), FindNeighbors (dims = 1:30), and FindClusters functions (resolution = 1); 17,647 cells from GL261 tumors and 7705 cells from genetically engineered gliomas were estimated following these processes. 

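The deposited GL261 matrices list empty droplets too, with 1400349 barcodes that hold a UMI in WT and 1184533 in CD169-DTR, so cells were called again. The order-of-magnitude rule of Cell Ranger, with 10000 expected cells, kept 9196 WT barcodes of at least 3187 UMIs and 7154 CD169-DTR barcodes of at least 3455. Lower barcodes of at least 500 UMIs were then tested against the profile of free RNA at a 1% false discovery rate, which added 1472 of 1732 in WT and 830 of 957 in CD169-DTR. The filter of at most 17% mitochondrial UMIs removed 545 and 405. The 17702 cells left hold 92.3% of the WT and 92.7% of the CD169-DTR UMIs, with medians of 2403 and 2599 genes per cell. The order-of-magnitude rule alone gave 9137 WT and 7088 CD169-DTR cells, and a minimum of 1000 UMIs gave 10107 and 7604. In simulated barcodes, 0.600% (WT) and 0.300% (CD169-DTR) of those made of free RNA alone were called cells, as were 94.1% and 79.9% of real cells thinned to that depth. Of 1000 barcodes made of such a cell and of free RNA in equal parts, 676 were called in WT and 452 in CD169-DTR.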

For a detailed analysis of cytotoxic lymphocytes in GL261 gliomas, clusters of T cell and NK cell were isolated and re-clustered using FindNeighbors (dims = 1:20) and FindClusters functions (resolution = 0.5). For analysis of macrophages in gliomas, we isolated and re-clustered macrophage clusters from GL261, CT2A, and genetically engineered glioma samples using the FindNeighbors (dims = 1:10) and FindClusters functions (resolution = 0.5). Clusters expressing *Cd3e* and *P2ry12* were excluded to remove contamination of lymphocytes and microglia. DEGs among clusters and samples were analyzed using the FindAllMarkers function and visualized using the EnhancedVolcano ver.1.13.2 package^49^. Gene set enrichment and gene ontology were analyzed with GSEA software, a joint project of UC San Diego and Broad Institute^50,51^.

### CXCL10 measurement in tumor tissue

The right cerebrum was isolated 10 days after tumor injection and homogenized by passing through a 70 μm strainer (SPL, Pocheon, Korea) with 1 ml DPBS. Cells and myelin were removed by centrifugation and supernatants were collected (pellets were used for RNA extraction). CXCL10 levels in the supernatant were measured using CXCL10-DuoSet (R&D Systems, Minneapolis, MN, USA) following the manufacturer’s instructions. Brain tumor supernatants (100 μl) were added to a Maxisorp 96-well plate (ThermoFisher Scientific) coated with anti-CXCL10 capture Ab. Unbind proteins were washed out before adding anti-CXCL10 detection Abs. 1:1000 diluted HRP-conjugated streptavidin (SA-HRP) (Biolegend) was used for the detection of CXCL10. 50 μl of 3, 3′, 5, 5′-tetramethylbenzidine (TMB) (Thermo Fisher Scientific) was added to color development. The reactions were stopped by adding 50 μl H_2_SO_4_. Absorbance was measured using a SpectraMax microplate reader and data were processed by SoftMax pro version 7.1 (Molecular Devices, San Jose, CA, USA).

### Quantitative real time PCR

Total RNAs were extracted from pellet of glioma homogenates with RNeasy plus mini kit (Qiagen, Düsseldorf, Germany) and used for cDNA synthesis with ReverTra Ace^TM^ qPCR RT Master Mix (Toyobo, Osaka, Japan), following the manufacturer’s instruction. Quantitative PCR was conducted with SYBR Green-based quantification (Toyobo) using CFX96 real-time PCR system 3.1 (Bio-Rad, CA, USA). The following primers were used. *Hprt* (F) 5′-GTT GGA TAC AGG CCA GAC TTT GTT G-3′ and (R) 5′-GAG GGT AGG CTG GCC TAT TGG CT-3′; and *Il12b* (F) 5′-GGT GTA ACC AGA AAG GTG CG-3′ and (R) 5′-AAG GTG TCA TGA TGA ACT TAG G-3′. Results were normalized to *Hprt*.

### Histological analysis

Mice were transcardially perfused with 50 ml cold PBS to remove blood from the tissues and 50 ml of cold 4% paraformaldehyde (PFA, pH 7.4, phosphate buffered) to fix tissues. Isolated tissues were fixed in 4% PFA at 4 °C for 16 h and then dehydrated by sinking in 30% sucrose solution for 72 h. Tissues were embedded in OCT solution (Sakura Finetek, Torrance, CA, USA) and sliced to 20 μm thick. Sections were blocked and stained in staining buffer (5% goat serum and 0.3% Triton-X100 (Bio Basic Inc., Amherst, NY, USA) in DPBS) with the following primary antibodies: 1:200 diluted CD31 (2H8), CD3e (SP7) (Thermo), CD169 (3D6.112) (Bio-Rad), NK1.1 (polyclonal) (Bioss, Woburn, MA, USA), and cleaved caspase-3 (Asp175) (Cell Signaling Technology, Danvers, MA, USA). Sections were washed with wash buffer (0.3% Triton-X100 in DPBS) and stained with 1:500 diluted fluorescent-conjugated antibodies; anti-rat IgG-Rhodamine, anti-rabbit IgG-Cy5 and anti-armenian hamster IgG-Alexa Fluor 647 (polyclonal) (Jackson ImmunoResearch, West Grove, PA, USA). For staining of F4/80 or CD45.2, samples were incubated with 1:200 diluted APC-conjugated anti-mouse F4/80 (BM8) antibody (Thermo Fisher Scientific) or APC-conjugated anti-mouse CD45.2 (104) antibody (BD Biosciences) after staining of other antibodies. Samples were mounted with DAPI-containing mounting solution (Abcam). Images were obtained and processed on a LSM800 confocal microscope with ZEN software (Zeiss, Oberkochen, Germany). Images were processed with Fiji software^52^.

### CD169 ligand expression

GL261 cells were irradiated with 40 Gy of γ-ray and incubated for 2 days in DMEM CM to induce apoptosis. To remove CD169-ligand from the cell surface, GL261 cells were incubated in DMEM CM with 0.0008 unit/ml neuraminidase (Roche) for 1 h at 37 °C. Cells were washed and treated with 0.5 μg/ml of CD169-Fc (R&D systems) or mouse IgG2a (Bioxcell) for 30 min at 37 °C. Cells were washed twice with 1% bovine serum containing DPBS and stained with 1:1000 diluted AF647-conjugated rat anti-mouse IgG (Poly4053) (Biolegend) at 4 °C for 30 min. Cells were analyzed by flow cytometry.

### Phagocytosis analysis

For phagocytosis analysis, apoptotic GL261 cells were incubated with 1 μl/ml carboxyfluorescein succinimidyl ester (CFSE) (Thermo Fisher Scientific) in PBS for 20 min at 37 °C. BMDMs were co-cultured with labeled GL261 or red fluorescent-conjugated latex beads (Sigma-Aldrich). To block CD169, BMDMs were incubated with 2 μg/ml of anti-CD169 antibody (3D6.112) (Bio-Rad) or rat IgG2a (RTK2758) (Biolegend) for 30 min at 37 °C before co-culture. Phagocytosis was analyzed by flow cytometry.

### In vitro T cell response

OT-I T cells were isolated from spleens of OT-I mice with the MagniSort™ Mouse CD8 Positive Selection Kit (Thermo Fisher Scientific). BMDMs were treated with anti-CD169 antibody or rat IgG2a for 30 min and incubated with apoptotic GL261-OVA cells (BMDM:GL261 = 1:5) for 6 h. After removal of tumor cells, BMDMs were mixed with T cells at a 1:1 ratio and incubated for 5 days. IFN-γ-producing T cells were analyzed after stimulation with phorbol myristate acetate (50 ng/ml) and ionomycin (1 μg/ml). The concentration of IFN-γ in the supernatant was measured by ELISA, as described^53^. Briefly, culture supernatant was diluted in PBS containing 5% bovine serum and added to Nunc MaxiSorp 96-well plates coated with 1:1000 diluted anti-IFN-γ antibody (XMG1.2) (Biolegend). Unbound proteins were washed off, and IFN-γ was detected with biotinylated 1:1000 diluted anti-IFN-γ antibody (R4-6A2) (Biolegend) and 1:1000 diluted SA-HRP (Biolegend). TMB and H_2_SO_4_ were added sequentially to develop the color and stop the reaction. Absorbance was measured using a SpectraMax microplate reader, and data were processed by SoftMax Pro 7.1 (Molecular Devices).

### Statistical analysis

All statistical analyses except scRNAseq data were performed using GraphPad Prism version 7 (GraphPad Software, Inc., San Diego, CA, USA). Results were expressed as mean ± standard error of the mean (SEM). Differences between groups were analyzed using the unpaired, two-tailed Student’s *t*-test. Survival data were analyzed with the log-rank test. Values of *p* > 0.05 were considered not significant. Adjusted *p* value (p_adj) for multiple comparisons of scRNAseq data were calculated using the FindAllMarkers function. All DEGs from scRNAseq data had p_adj <0.05. The *p* values and p_adj less than 0.0001 were displayed as *p* < 0.0001 or p_adj <0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Single-cell RNA sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO). Data for immune cells from WT and CD169-DTR tumor at day 10, CT2A tumor at day 10 and EGFRvIII^+^TP53^−^PTEN^−^ tumor was deposited under accession code GSE201559, and GL261 tumor at day 20 was deposited under accession code GSE200533. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Blood monocyte-derived CD169+ macrophages contribute to antitumor immunity against glioblastoma
**Source:** Nat Commun. 2022 Oct 20;13:6211. doi: 10.1038/s41467-022-34001-5
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Title:** Blood monocyte-derived CD169<sup>+</sup> macrophages contribute to antitumor immunity against glioblastoma

**Authors:** Hyun-Jin Kim<sup>1</sup>, Jang Hyun Park<sup>1</sup>, Hyeon Cheol Kim<sup>1</sup>, Chae Won Kim<sup>1</sup>, In Kang<sup>1</sup>, Heung Kyu Lee<sup>1,\*</sup>

**Supplementary Figures**

**Supplementary Figure legends**

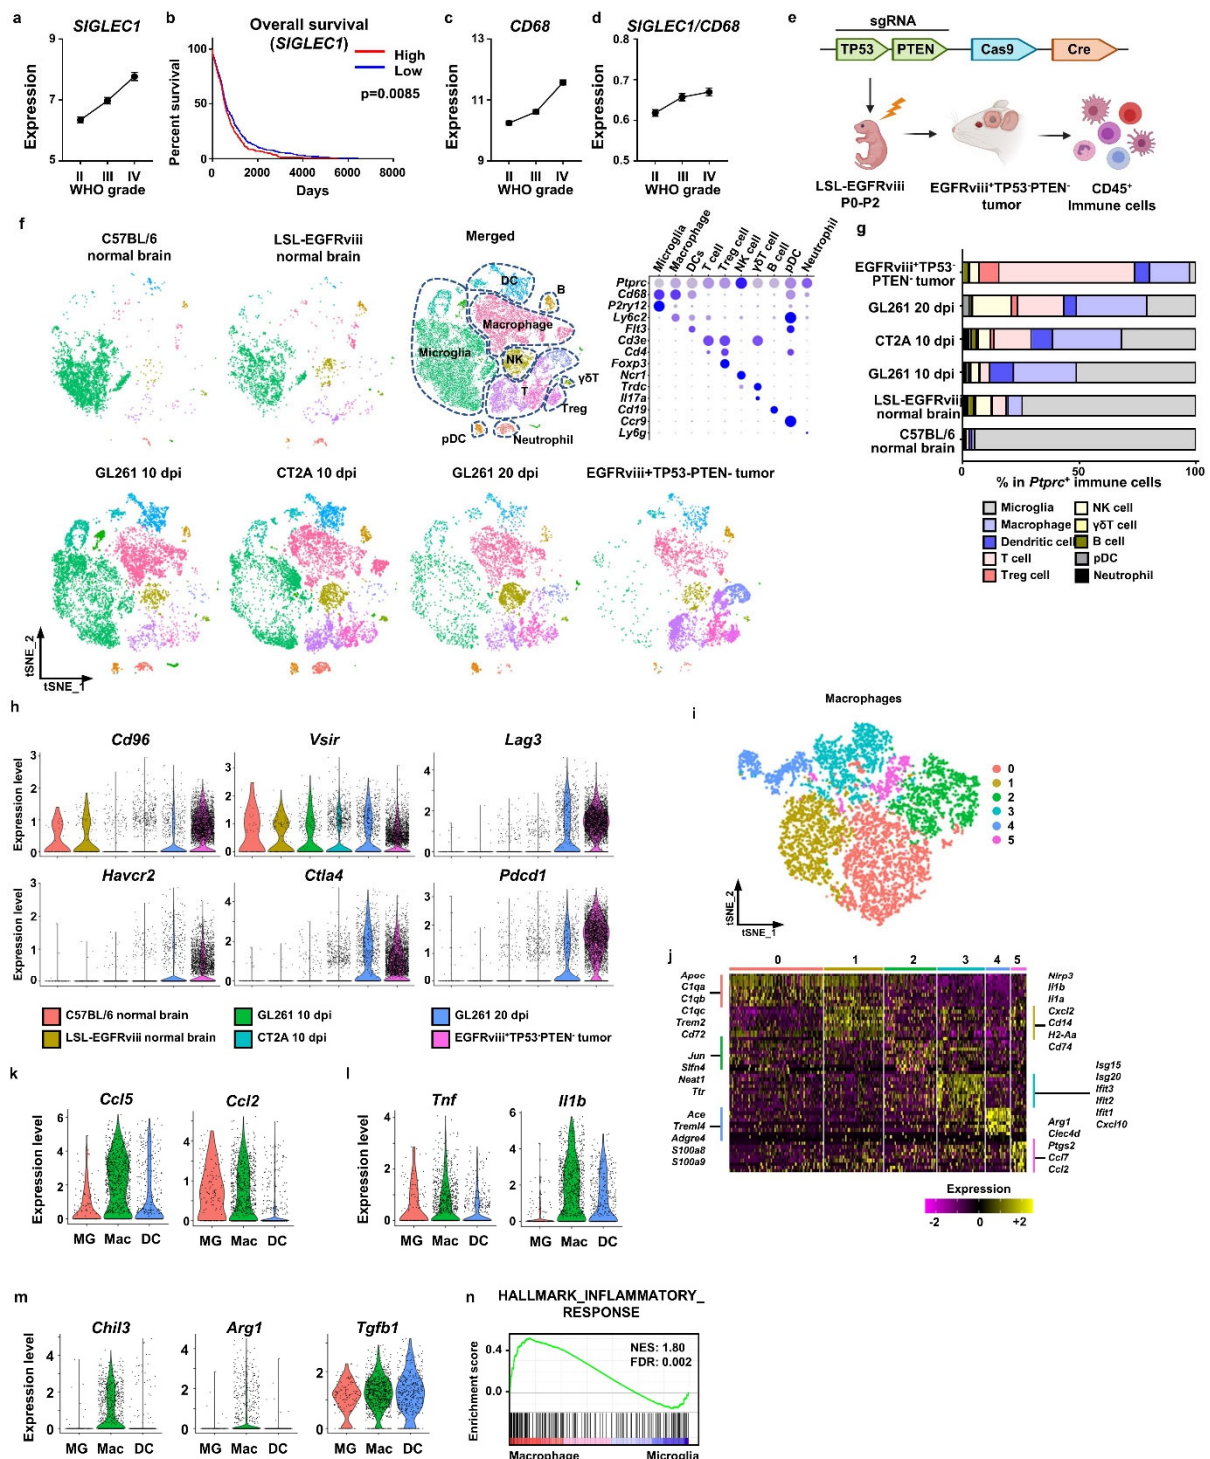

**Supplementary Figure 1. CD169 is expressed in inflammatory macrophages in gliomas.**

**a-d** We analyzed human data from The Cancer Genome Atlas Glioblastoma Multiforme and Low Grade Glioma (TCGA-GBMLGG) databases ( $n = 694$ ). Patients were grouped by their gene expression levels compared to the median. **(a)** *SIGLEC1*, **(c)** *CD68*, and **(d)** *SIGLEC1/CD68* ratio using World Health Organization (WHO) tumor grades. **(b)** Overall survival of patients with high ( $n = 347$ ) or low ( $n = 347$ ) according to higher or lower expression than the median (6.82) of *SIGLEC1*. Differences in survival was measured by log-rank

(Mantel-Cox) test.

**e** Experimental scheme of mouse GBM model induced by genetic modification. Gene transfer of small guide RNA (sgRNA) for tumor protein p53 (*Trp53*) and phosphatase and tensin homolog (*Pten*), and gene coding clustered regularly interspaced short palindromic repeats (CRISPR) associated protein 9 (*Cas9*) and *Cre-recombinase* into the brain ventricle of newborn mice induced epidermal growth factor receptor variant III (*EgfrvIII*) expression, while ablating expression of the tumor suppressor genes, *TP53* and *PTEN*. CD45<sup>+</sup> immune cells were isolated from engineered tumors that developed in adult mice. Figures were created with [BioRender.com](https://BioRender.com).

**f-h** CD45-expressing immune cells were sorted from tumors from the mouse glioma model or normal mouse brain for single-cell RNA sequencing. **(f)** Immune cells were clustered by their expression of the following marker genes: microglia (*Cd68<sup>+</sup>P2ry12<sup>+</sup>*), infiltrated macrophages (*Cd68<sup>+</sup>Ly6c2<sup>+</sup>Flt3<sup>-</sup>*), dendritic cells (DC; *Flt3<sup>+</sup>*), T cells (*Cd3e<sup>+</sup>*), regulatory T cells (Treg; *Cd3e<sup>+</sup>Cd4<sup>+</sup>Foxp3<sup>+</sup>*), natural killer cells (NK; *Ncr1<sup>+</sup>*),  $\gamma\delta$  T cells (*Trdc<sup>+</sup>Il17a<sup>+</sup>*), B cells (*Cd19<sup>+</sup>*), plasmacytoid dendritic cells (pDC; *Ccr9<sup>+</sup>*), and neutrophils (*Ly6g<sup>+</sup>*). **(g)** The proportion of immune cells in *Ptprc<sup>+</sup>* cells from each mouse model. **(h)** Expression levels of inhibitory receptors (*Cd96*, *Vsir*, *Lag3*, *Havcr2*, *Ctla4*, and *Pdcd1*) in T cell clusters.

**i-j** Tumor-infiltrating macrophage clusters (GL261, CT2A, and EGFRvIII<sup>+</sup>TP53<sup>-</sup>PTEN<sup>-</sup> tumors) were re-clustered by gene expression.

**k-n** Gene expression of immune cells from EGFRvIII<sup>+</sup>TP53<sup>-</sup>PTEN<sup>-</sup> tumors. Expression level of **(k)** proinflammatory chemokines (*Ccl5* and *Ccl2*), **(l)** cytokines (*Tnf* and *Il1b*), and **(m)** M2 macrophage markers (*Chil3*, *Arg1*, and *Tgfb1*) in myeloid cell clusters. **(n)** Gene set enrichment analysis in macrophage and microglia clusters.

Source data are provided as a Source Data file.

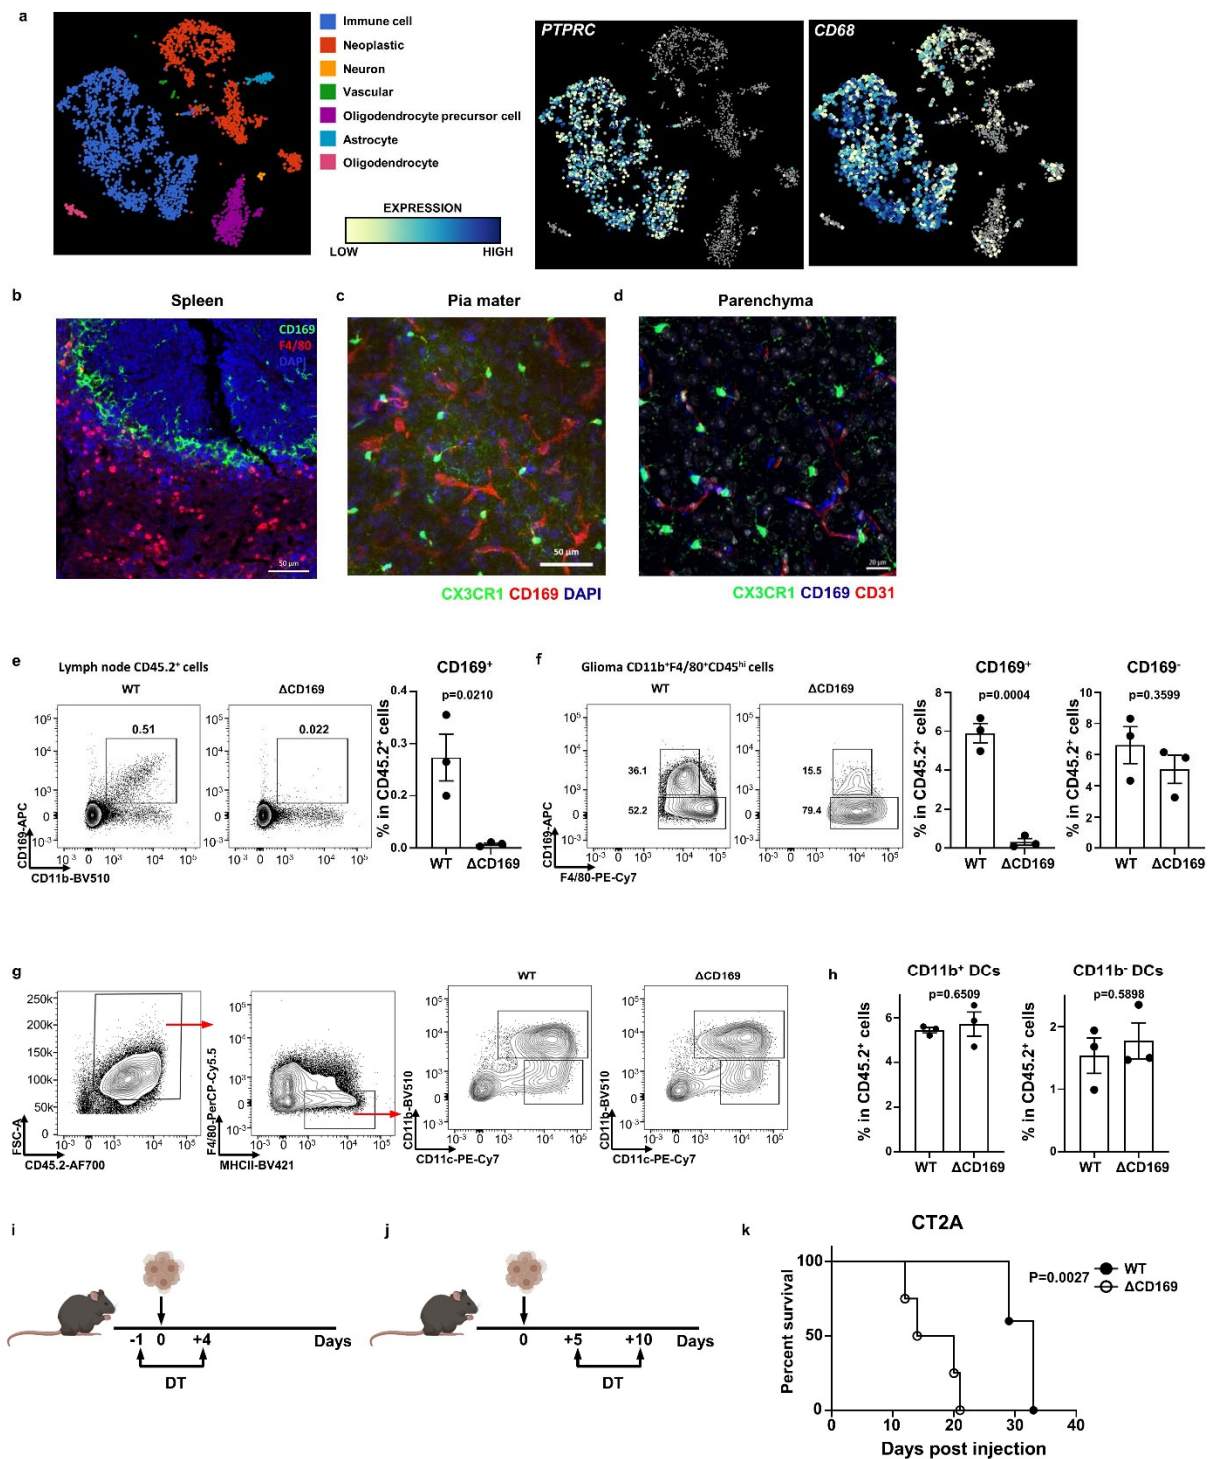

**Supplementary Figure 2. CD169<sup>+</sup> macrophages are in normal tissues but not in brain parenchyma.**

**a** Cell clusters and expression of *PTPRC* and *CD68* in human GBM (GSE84465).

**b-d** Expression of CD169 in normal **(b)** spleen marginal zone metallophilic macrophages (n = 2), **(c)** brain pia mater (n = 2), and **(d)** perivascular macrophages (n = 2). Data represent two independent experiments. Scale bars indicate **(b-c)** 50  $\mu$ m and **(d)** 20  $\mu$ m.

**e-h** GL261 injected WT (n = 3) and CD169-DTR (n = 3) mice were treated with DT at 20 days after GL261 injection. Macrophages in **(e)** lymph nodes and **(f)** glioma, and DCs **(g-h)** in glioma after DT treatment. Data represent 3 independent experiments. Bars indicate standard error of the mean (SEM). P-values were calculated from an unpaired two-tailed *t*-test.

**i-j** Experimental scheme for the depletion of cells expressing CD169. **(i)** For depletion of CD169<sup>+</sup> cells before tumor formation, 40 ng/g of DT was intraperitoneally injected at -1 and +4 days of GL261 injection. **(j)** For depletion of CD169<sup>+</sup> cells after tumor formation, DT was injected at 5 and 10 days after GL261 injection. Figures were created with [BioRender.com](https://BioRender.com).

**k** Survival of mice inoculated with intracranial CT2A cells and intraperitoneal diphtheria toxin (DT; 40 ng per 1 g of mouse body weight). Wild-type (WT, n = 5) and CD169-DTR (n = 4) mice were intraperitoneally injected with DT at -1 and +4 days of CT2A cell injection. Data represent two independent experiments. P-value was calculated with the Log-rank test.

Source data are provided as a Source Data file.

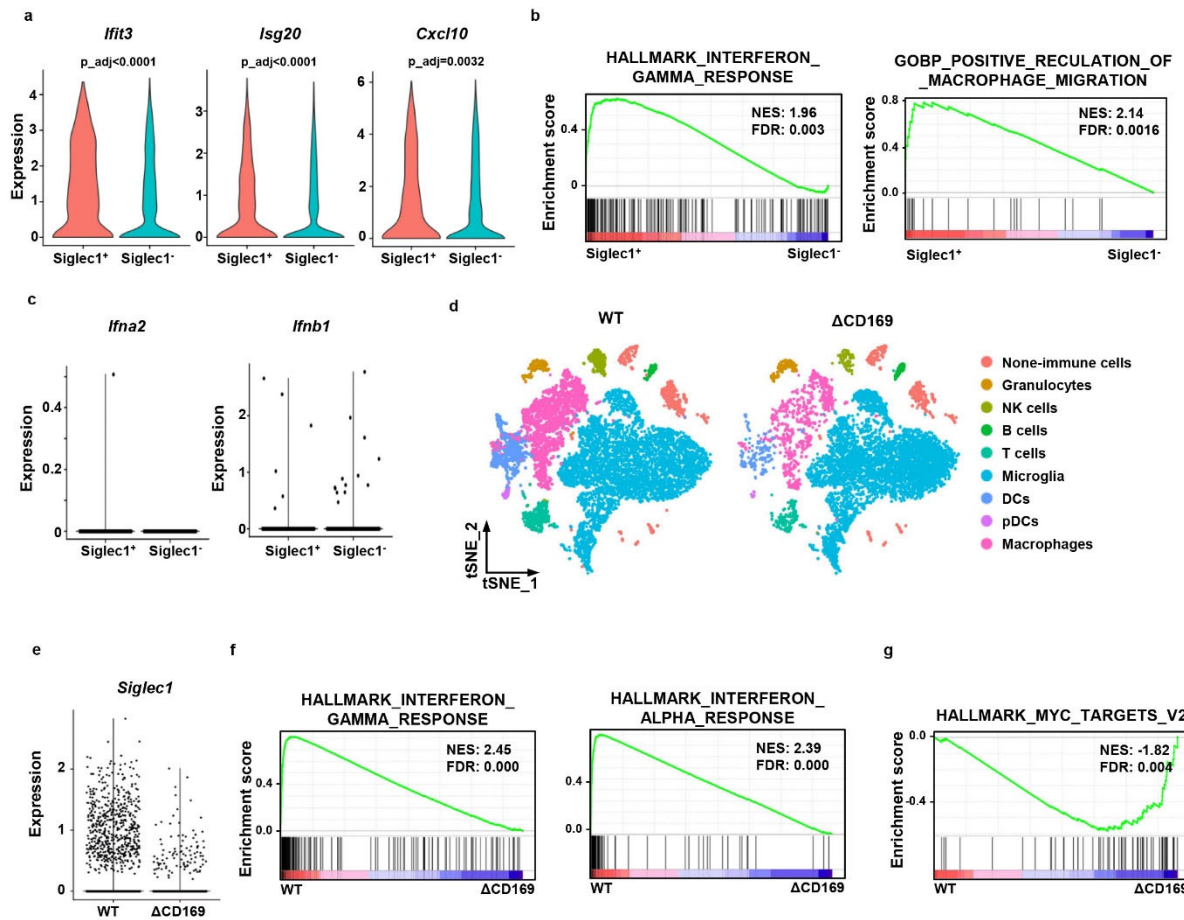

### Supplementary Figure 3. CD169 depletion reduces the infiltration and inflammatory gene expression of macrophages.

**a-c** Macrophages from GL261 tumor samples were clustered by the expression of *Siglec1*. Analysis of **(a)** interferon (IFN)-stimulated gene expression, **(b)** gene set enrichment of IFN- $\gamma$  response and macrophage migration, and **(c)** type I IFN expression. p<sub>adj</sub> indicates adjusted p value.

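Clusters of the integrated cells were named by the level of marker genes written for each class, relative to the cluster with the most of each, and the thresholds of the naming rule were set after the data were seen. A cluster needed at least 3 detected markers of its class. Clusters kept out as unnamed held 206 WT and 156 CD169-DTR cells, 2.04% and 2.06% of each library. The largest of them, of 96 and 91 cells, had few UMIs and no marker among its leading genes. Another 604 WT and 494 CD169-DTR cells (5.97% and 6.52%) were non-immune, such as endothelial-like and choroid plexus-like cells, and were left out of the immune cells. Macrophages include a border-associated-like cluster of 537 WT and 256 CD169-DTR cells. Genes of IFN response or stress lead several named clusters: Slfn4 and Ifit1bl1 a macrophage cluster of 1329 WT and 235 CD169-DTR cells, Cxcl10 and Iigp1 a microglial cluster of 604 and 501, and Il1a, Atf3 and Tnf a microglial cluster of 304 and 494. A DC cluster of 837 WT and 197 CD169-DTR cells scored highest for macrophage markers and second for DC markers, and was named from its leading genes.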

**d** CD45.2<sup>+</sup> immune cells from gliomas of WT and CD169-depleted mice were clustered.

**e** Expression level of *Siglec1* in the macrophage cluster.

**f-g** Enriched gene sets in macrophages of **(f)** WT and **(g)** CD169-DTR mice.

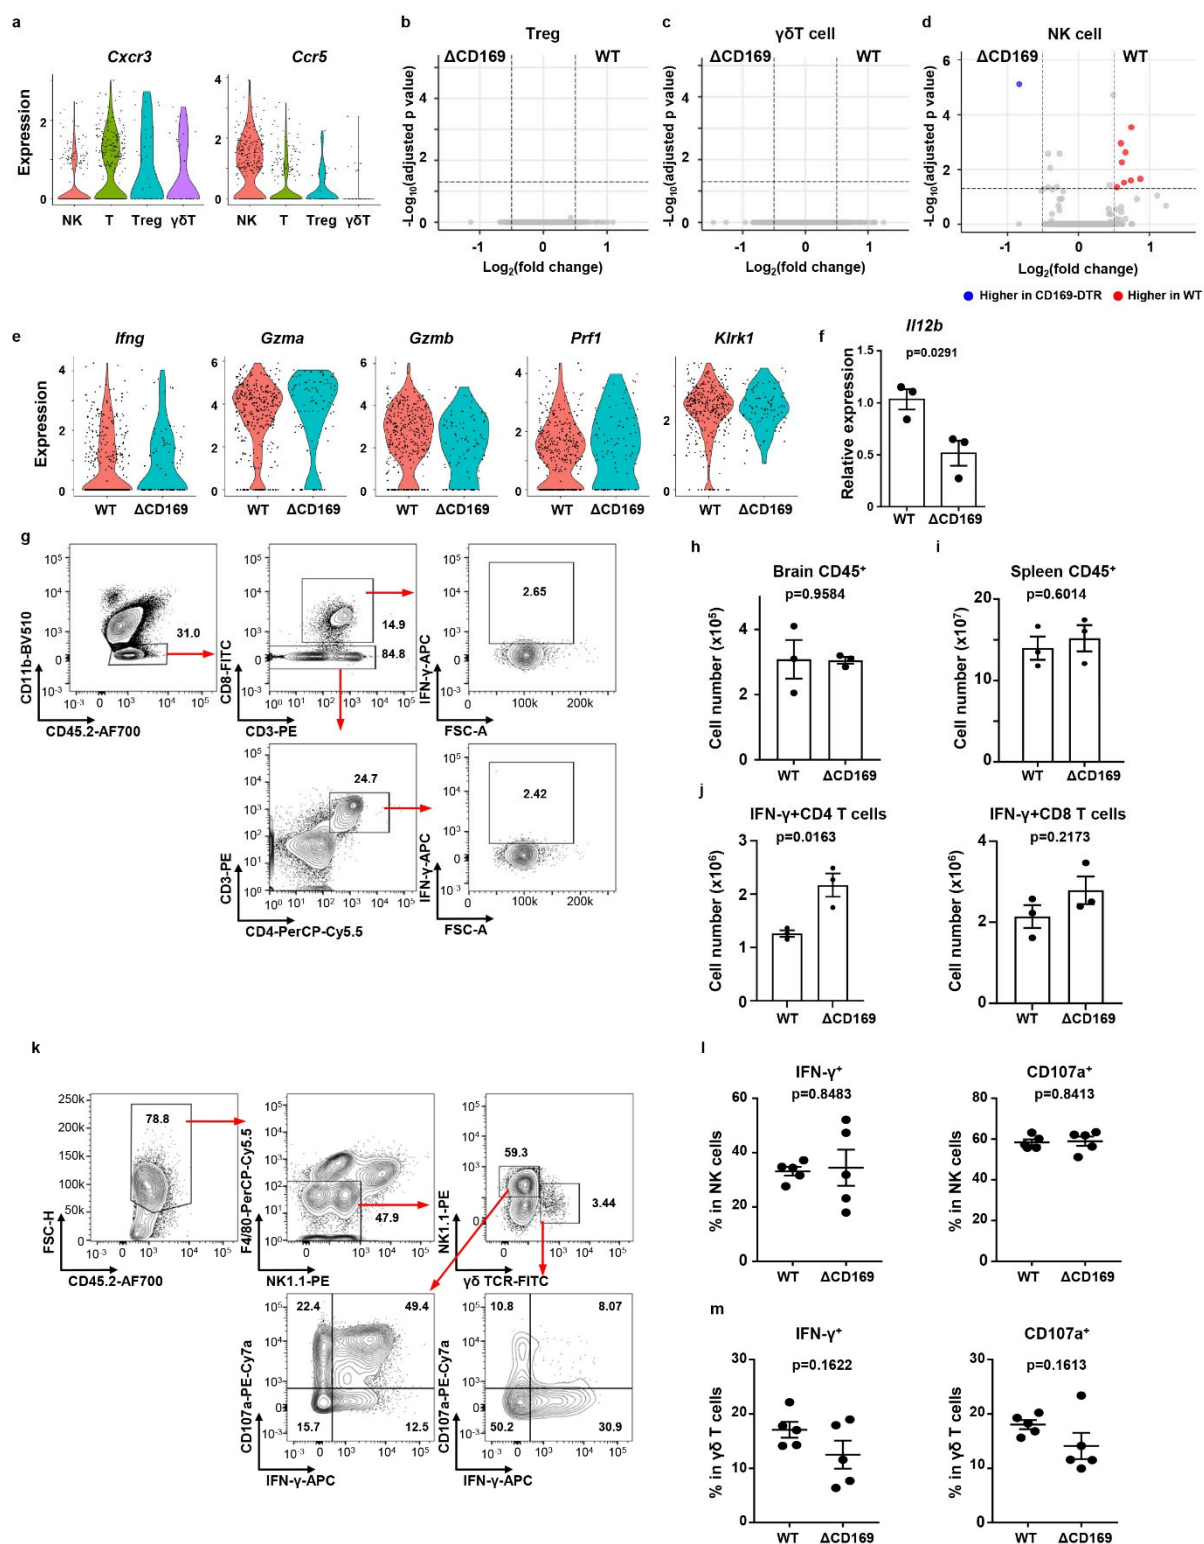

**Supplementary Figure 4. CD169 depletion has limited effects on Treg,  $\gamma\delta$  T cells, NK cells, and splenic T cells.**

**a** Expression of chemokine receptors (*Cxcr3* and *Ccr5*) in the lymphocyte clusters.

**b-d** DEG analysis of WT and CD169-DTR mice for (b) Tregs, (c)  $\gamma\delta$  T cells, and (d) NK cells

(Gray dots indicate  $|\text{Log}_2(\text{fold change})| < 0.5$  or adjusted p-value  $> 0.05$ ).

**e** Expression of genes associated with activation (*Ifng*, *Gzma*, *Gzmb*, *Prfl*, and *Klrkl*) in the NK cell cluster.

**f** Expression of *Il12b* mRNA was measured in glioma of biologically independent WT (n = 3) and CD169-DTR (n = 3) mice.

**g-j** Flow cytometry of immune cells in the brain and spleen of WT (n = 3) and CD169-DTR (n = 3) mice. **(g)** Gating strategy for IFN- $\gamma$ -expressing CD4 and CD8 T cells in gliomas. The number of CD45<sup>+</sup> immune cells in **(h)** brain and **(i)** spleen of mice. **(j)** IFN- $\gamma$ <sup>+</sup> CD4 and CD8 T cells in the spleen.

**k-m** Expression of IFN- $\gamma$  and CD107a in NK cells and  $\gamma\delta$  T cells in brain tumors of WT (n = 5) and CD169-DTR (n = 5) mice were analyzed by flow cytometry at 10 dpi. **(k)** Gating strategy for NK cells and  $\gamma\delta$  T cells that expressed IFN- $\gamma$  and CD107a. IFN- $\gamma$ <sup>+</sup> or CD107a<sup>+</sup> **(l)** NK cells or **(m)**  $\gamma\delta$  T cells in gliomas were analyzed.

Data are presented as mean values  $\pm$  SEM. All p-values were calculated by unpaired two-tailed *t*-test. Data represent two independent experiments.

Source data are provided as a Source Data file.

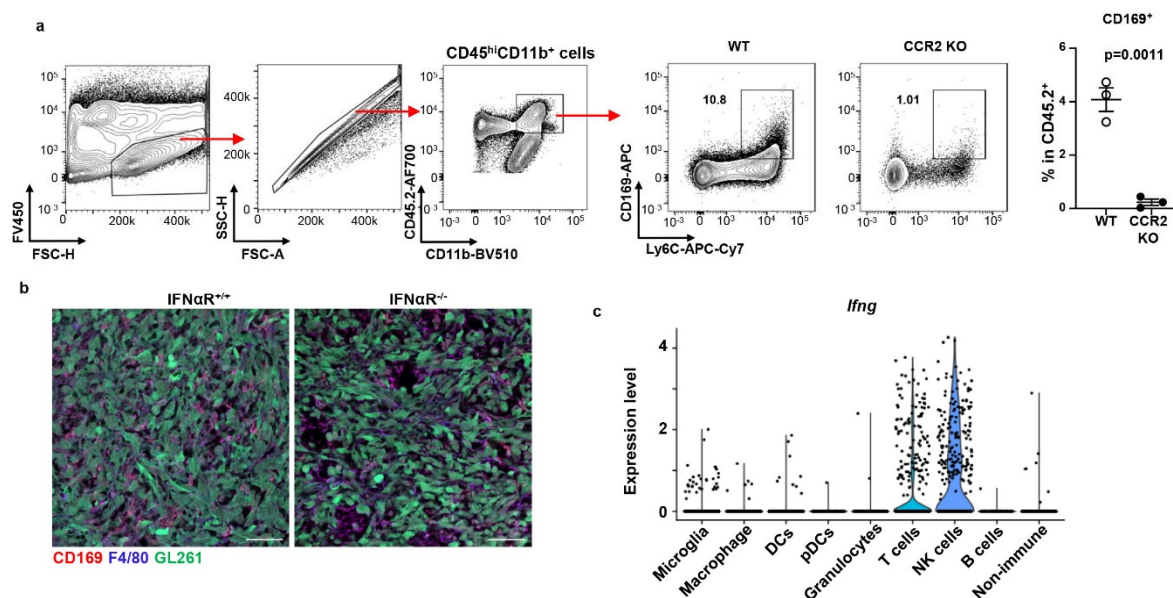

**Supplementary Figure 5. Tumor infiltration of CD169<sup>+</sup> macrophages is regulated by IFN- $\gamma$  but not by IFN- $\alpha$  signaling.**

**a** WT (n = 3) and CCR2 knockout (KO) (n = 3) mice were injected with GL261 and analyzed by flow cytometry 15 days after tumor injection. Bold numbers in plots indicate the percentage of gated cells. Bars indicate SEM. P-values were calculated by unpaired two-tailed *t*-test. Data represent two independent experiments.

**b** WT (n = 3) and IFN $\alpha$ R KO (n = 3) mice were injected with GL261-GFP and analyzed 10 days after tumor injection. Scale bar indicates 50  $\mu$ m. Data represent two individual experiments.

**c** Expression of *Ifng* in immune cells isolated 10 dpi of GL261 injection were analyzed.

Source data are provided as a Source Data file.

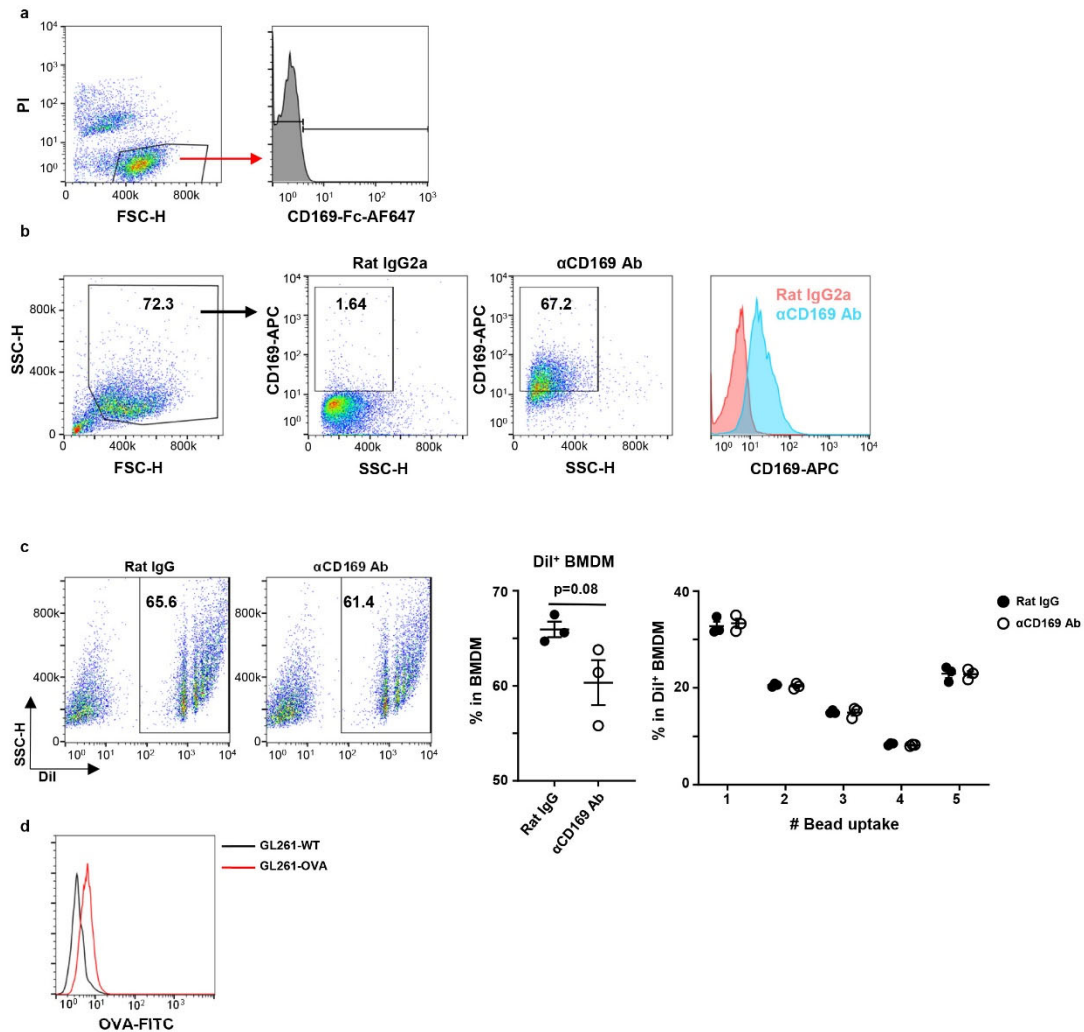

# **Supplementary Figure 6. Interaction between CD169 on macrophages and CD169 ligand on apoptotic GL261 cells promotes phagocytosis**

**a** Gating strategy for analysis of CD169-ligand on GL261 tumor cells.

**b** Gating strategy for analysis of CD169 expression on BMDMs.

**c** BMDMs were treated with anti-CD169 blocking antibody (Ab) or Rat IgG2a isotype control Ab and co-cultured with fluorescently labeled latex bead. Bead uptake by BMDM was analyzed by flow cytometry. Data represent two independent experiments. Bars indicate SEM. P-values were calculated from an unpaired two-tailed *t*-test.

**d** Expression of OVA in WT GL261 and GL261-OVA cell lines.

Source data are provided as a Source Data file.

# Supplementary material for: Blood monocyte-derived CD169+ macrophages contribute to antitumor immunity against glioblastoma
**Source:** Nat Commun. 2022 Oct 20;13:6211. doi: 10.1038/s41467-022-34001-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

scRNAseq: Cells were sorted using FACS Aria II (BD Biosciences) with FACSDiva software version 8.0.2 (BD Biosciences). Next-generation sequencing was performed using HiSeqXten (Illumina).

Flow cytometry: Data were collected with FACS Calibur using CellQuest Pro software version 6.0, or with LSRFoltessa X20 using FACSDiva software version 8.0.2.

ELISA data were measured using SpectraMax microplate reader and processed by SoftMac pro version 7.1 (Molecular Devices).

Immunofluorescence: Images were obtained using LSM800 confocal microscopy (Carl Zeiss) with Zen (blue edition) version 2.3 software

Quantitative RT-PCR were performed with CFX Manager™ Software version 3.1 (<https://www.bio-rad.com/>)

#### Data analysis

scRNAseq: Cell Ranger pipeline (10X Genomics) was used to generate the expression matrices from single cell RNA sequencing data. Matrices were processed and analyzed with R 3.6.1 software using Seurat v.3 package and EnhancedVolcanoPlot ver.1.13.2 package. GSEA software version 4.0.3. was used for analysis of gene set enrichment using gene set databased MSigDB v7.4. Human GBM scRNAseq data set (GSE84465) was analyzed using BioTuring Bbrowser2 software, version 2.8.22 for Window OS (BioTuring Inf.)

Flow cytometry: Flow Cytometry Standard (FSC) 3.1 files were analyzed with FlowJo version 10 (Treestar)

ELISA: Data were analyzed using SoftMac pro version 7.1 (Molecular Devices).

Immunofluorescence: Zen (blue edition) version 2.3 or 1.1.2 (Carl Zeiss) and Fiji (ImageJ) were used for analysis of confocal microscopy data.

Statistical analysis and visualization of data, except scRNAseq data, were performed with Prism 7.0 (graphPad Software).

Data from quantitative RT-PCR were analyzed with CFX Manager™ Software version 3.1 (<https://www.bio-rad.com/>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

TCGA lower grade glioma and glioblastoma (TCGA-GBMLGG) data was collected using XENA platform (<https://xena.ucsc.edu/>). (Figure 1A-F).

Published scRNAseq data of human GBM patients were collected from NCBI GEO (GSE84465) (Figure 2A-B and S2A).

RNA sequencing data of human GBM tissues was collected from Ivy Glioblastoma Atlas Project (<http://glioblastoma.alleninstitute.org/>) (Figure 2B).

Single cell RNA sequencing data of mouse gliomas were deposited on GEO (GSE201559 and ) at the NCBI. (Figure 1c-j, 3a-d, 3f-h, 4a-f, and Supplementary Figure 1f-n, 3a-g, 4a-e and 5c)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We referred prior experiment of our laboratory to predetermine sample size that proper to identify differences between groups, statistical analyses and reproducibility. The minimal number of animals for each group was 3. Each sample was prepared from biologically independent mouse. All experiments were replicated at least two times. Sample size were referenced previously published article ( <a href="https://www.nature.com/articles/s41590-020-00860-7">https://www.nature.com/articles/s41590-020-00860-7</a> ) |
| Data exclusions | No data was excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | All experiments were replicated. The number of replication were described in each figure legend.                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | All mice were grouped by their genotype or treatment. Inside the each group, mice were randomly assigned. For in vitro experiment, samples were organized into groups according to genotype. Before treatment, samples were randomly allocated to each group.                                                                                                                                                                                                                                                                   |
| Blinding        | Samples from animals in different groups were collected alternately. Data collection and analysis were blinded from randomized samples.                                                                                                                                                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## For flow cytometry

Anti-mouse CD3e-PE-Cy7, (clone 145-2C11)-BD-Cat# 552774  
 Anti-mouse CD4-PerCP-Cy5.5, (clone RM4.5)-BD-CAT# 561115  
 Anti-mouse CD8a-FICT, (clone 53-6.7)-Biolegend-Cat# 100705  
 Anti-mouse CD11b-BV510, (clone M1/70)-BD-Cat# 562950  
 Anti-mouse CD45.1-PerCP-Cy5.5, (clone A20)-BD-Cat# 560580  
 Anti-mouse F4/80-PE/Cy7, (clone BM8)-Biolegend-Cat# 123113  
 Anti-mouse CD45.2-Alexa Fluor 700, (clone 104)-Biolegend-Cat# 109822  
 Anti-mouse CD192 (CCR2)-PE, (clone SA203G11)-Biolegend-Cat# 150609  
 Anti-mouse Ly6C-APC/Cy7, (clone HK1.4)-Biolegend-Cat# 128026  
 Anti-mouse CD169 (Siglec1)-APC, (clone 3D6.112)-Biolegend-Cat# 142418  
 Anti-mouse CD107a (LAMP1)-PE-Cy7, (clone 1D4B)-BD-Cat# 560647  
 Anti-mouse IFN- $\gamma$ -APC, (clone XMG1.2)-Biolegend-Cat# 505810  
 Anti-mouse IFN- $\gamma$ -PE, (clone XMG1.2)-Biolegend-Cat# 505807  
 Anti-mouse NK1.1-PE, (clone PK136)-Biolegend-Cat# 108708  
 Anti-mouse F4/80-PerCP-Cy5.5, (clone BM8)-ThermoFisher Scientific-Cat# 45-4801-82  
 Anti-mouse  $\gamma\delta$  TCR-FITC, (clone GL3)-ThermoFisher Scientific-Cat# 11-5711-82  
 PE/Cy7 Rat IgG2a,  $\kappa$  isotype control, (clone RTK2758)-Biolegend-Cat# 400521  
 PE Rat IgG1,  $\kappa$  isotype control, (clone RTK2071)-Biolegend-Cat# 400408  
 APC Rat IgG1,  $\kappa$  isotype control, (clone RTK2071)-Biolegend-Cat# 400412  
 Anti-mouse CD45.2-APC, (clone 104)-BD-Cat# 558702  
 Anti-mouse IgG-Alexa Fluor 647, (clone Poly4053)-Biolegend-Cat# 405322  
 Anti-Ovalbumin-FITC, (polyclonal)-Abcam-Cat# 85584  
 Anti-mouse MHCII(I-A/I-E)-BV421, (clone M5/114)-BD-Cat# 562564  
 Anti-mouse CD11c-PE-Cy7, (clone N418)-Biolegend-Cat# 117318

## Immunofluorescence

Anti-mouse CD31, (clone 2H8)-Thermo Scientific-Cat# MA3105  
 Anti-mouse CD169, (clone 3D6.112)-Bio-Rad-Cat# MCA884GA  
 Anti-mouse CD3, (clone SP7)-Thermo Scientific-Cat# MA5-14524  
 Anti-mouse F4/80-APC (clone BM8)-eBioscience-Cat# 17-4801-82  
 Anti-mouse CD45.2-APC, (clone 104)-BD-Cat# 558702  
 Anti-mouse NK1.1 (polyclonal)-Bioss-Cat# BS-4682R  
 Anti-mouse cleaved caspase-3 (clone Asp175)-Cell Signaling Technology-Cat# 9661  
 Anti-rat IgG-Rhodamine (TRITC), (polyclonal)-Jackson ImmunoResearch -Cat# 112-025-003  
 Anti-rabbit IgG-Cy5, (Polyclonal)-Jackson ImmunoResearch-Cat# 111-175-144  
 Anti-Armenian hamster IgG-Alexa Fluor 647, (polyclonal)-Jackson ImmunoResearch-Cat# 127-605-160

## in vivo/in vitro depletion/blockade

mouse IgG2a, isotype control, (clone C1.18.4)-BioXcell-Cat# BE0085  
 anti-mouse NK1.1, (clone PK136)-BioXcell-Cat# BE0036  
 Anti-mouse CD169, (clone 3D6.112)-Bio-Rad-Cat# MCA884GA  
 Rat IgG2a,  $\kappa$  Isotype Ctrl Antibody (RTK2758)-Biolegend-Cat# 400501

## Validation

Antibodies are commercially available and have been validated by manufacturers except anti-CD16/32 (clone 2.4G2).  
 Anti-CD16/32 (2.4G2) was purified from supernatant of hybridoma 2.4G2(ATCC, HB-197) and validated by flow cytometry by staining other 2.4G2 antibody. Titer was determined by serial dilution.  
 Specific validation information for commercial antibodies is described in website:

## Flow cytometry

Anti-mouse CD3e-PE-Cy7, (clone 145-2C11) <https://www.bdbiosciences.com/eu/applications/research/t-cell-immunology/th-1-cells/surface-markers/mouse/pe-cy7-hamster-anti-mouse-cd3e-145-2c11/p/552774>  
 Anti-mouse CD4-PerCP-Cy5.5, (clone RM4.5) <https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/percp-cy-5-5-rat-anti-mouse-cd4.561115>  
 Anti-mouse CD8a-FICT, (clone 53-6.7)-Biolegend-Cat# 100705 <https://www.biolegend.com/fr-ch/search-results/fitc-anti-mouse-cd8a-antibody-153>  
 Anti-mouse CD11b-BV510, (clone M1/70) <https://www.bdbiosciences.com/eu/applications/research/stem-cell-research/mesenchymal-stem-cell-markers-bone-marrow/mouse/negative-markers/bv510-rat-anti-cd11b-m170/p/562950>  
 Anti-mouse CD45.1-PerCP-Cy5.5, (clone A20) <https://www.bdbiosciences.com/eu/applications/research/stem-cell-research/cancer-research/mouse/percp-cy55-mouse-anti-mouse-cd451-a20/p/560580>  
 Anti-mouse F4/80-PE/Cy7, (clone BM8) <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-f4-80-antibody-4070>  
 Anti-mouse CD45.2-Alexa Fluor 700, (clone 104) <https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-cd45-2-antibody-3393>  
 Anti-mouse CD192 (CCR2)-PE, (clone SA203G11) <https://www.biolegend.com/en-us/products/pe-anti-mouse-cd192-ccr2-antibody-13336>  
 Anti-mouse Ly6C-APC/Cy7, (clone HK1.4) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-ly-6c-antibody-6758>  
 Anti-mouse CD169 (Siglec1)-APC, (clone 3D6.112) <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd169-siglec-1-antibody-11851>  
 Anti-mouse CD107a (LAMP1)-PE-Cy7, (clone 1D4B) <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd107a-lamp-1-antibody-6081>  
 Anti-mouse IFN- $\gamma$ -APC, (clone XMG1.2) <https://www.biolegend.com/en-us/products/apc-anti-mouse-ifn-gamma-antibody-993>

Anti-mouse IFN- $\gamma$ -PE, (clone XMG1.2) <https://www.biolegend.com/nl-nl/products/pe-anti-mouse-ifn-gamma-antibody-997>  
 Anti-mouse NK1.1-PE, (clone PK136) <https://www.biolegend.com/en-us/products/pe-anti-mouse-nk-1-1-antibody-431>  
 Anti-mouse F4/80-PerCP-Cy5.5, (clone BM8) <https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/45-4801-82>  
 Anti-mouse  $\gamma\delta$  TCR-FITC, (clone GL3) <https://www.thermofisher.com/antibody/product/TCR-gamma-delta-Antibody-clone-eBioGL3-GL-3-GL3-Monoclonal/11-5711-82>  
 PE/Cy7 Rat IgG2a,  $\kappa$  isotype control, (clone RTK2758)-<https://www.biolegend.com/en-gb/products/pe-cyanine7-rat-igg2a-kappa-isotype-ctrl-1935>  
 APC Rat IgG1,  $\kappa$  isotype control, (clone RTK2071) <https://production.biolegend.com/en-us/search-results/apc-rat-igg1-kappa-isotype-ctrl-1826?GroupID=GROUP29>  
 PE Rat IgG1,  $\kappa$  isotype control, (clone RTK2071) <https://production.biolegend.com/en-us/products/pe-rat-igg1-kappa-isotype-ctrl-1830>  
 Anti-mouse CD45.2-APC, (clone 104) <https://www.bdbiosciences.com/us/applications/research/stem-cell-research/cancer-research/mouse/apc-mouse-anti-mouse-cd452-104/p/558702>  
 Anti-mouse IgG-Alexa Fluor 647, (clone Poly4053) <https://production.biolegend.com/en-us/products/alexa-fluor-647-goat-anti-mouse-igg-minimal-x-reactivity-9283>  
 Anti-Ovalbumin-FITC, (polyclonal) <https://www.abcam.com/ovalbumin-antibody-fitc-ab85584.html>  
 Anti-mouse MHCII(I-A/I-E)-BV421, (clone M5/114) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-i-a-i-e.562564>  
 Anti-mouse CD11c-PE-Cy7, (clone N418) <https://www.biolegend.com/en-ie/products/pe-cyanine7-anti-mouse-cd11c-antibody-3086>

Immunofluorescence  
 Anti-mouse CD31, (clone 2H8) <https://www.thermofisher.com/antibody/product/CD31-Antibody-clone-2H8-Monoclonal/MA3105>  
 Anti-mouse CD169, (clone 3D6.112) <https://www.bio-rad-antibodies.com/monoclonal/mouse-cd169-antibody-3d6-112-mca884.html?f=purified>  
 Anti-mouse CD3, (clone SP7) <https://www.thermofisher.com/antibody/product/CD3e-Antibody-clone-SP7-Monoclonal/MA5-14524>  
 Anti-mouse F4/80-APC (clone BM8) <https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/17-4801-82>  
 Anti-mouse CD45.2-APC, (clone 104)-BD-Cat# 558702 <https://www.bdbiosciences.com/ko-kr/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-mouse-anti-mouse-cd45-2.558702>  
 Anti-mouse NK1.1, (polyclonal)-Bioss-Cat# BS-4682R <https://www.biossusa.com/products/bs-4682r>  
 Anti-mouse cleaved caspase-3, (clone Asp175)-Cell Signaling Technology-Cat# 9661 <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>  
 Anti-rat IgG-Rhodamine (TRITC), (polyclonal) <https://www.jacksonimmuno.com/catalog/products/112-025-003>  
 Anti-rabbit IgG-Cy5, (Polyclonal) <https://www.jacksonimmuno.com/catalog/products/111-175-144>  
 Anti-Armenian hamster IgG-Alexa Fluor 647, (polyclonal) <https://www.jacksonimmuno.com/catalog/products/127-605-160>

in vivo/in vitro depletion/blockade  
 InVivoMAb mouse IgG2a, isotype control, (clone C1.18.4) <https://bxccl.com/product/invivomab-mouse-igg2a-isotype-control-unknown-specificity/>  
 InVivoMAb anti-mouse NK1.1, (clone PK136) <https://bxccl.com/product/nk-1-1/>  
 Anti-mouse CD169, (clone 3D6.112) <https://www.bio-rad-antibodies.com/static/datasheets/mca88/mouse-cd169-antibody-3d6-112-mca884ga.pdf>  
 Rat IgG2a,  $\kappa$  Isotype Ctrl Antibody (RTK2758) <https://www.biolegend.com/en-us/products/purified-rat-igg2a-kappa-isotype-ctrl-1845?GroupID=GROUP29>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The GL261 mouse glioma cell line and GFP-expressing GL261 (GL261-GFP) were provided by Dr. Injune Kim (KAIST). GL261 cell line was originated from K. Plate (Goethe University Medical School, Frankfurt, Germany). GL261-GFP was made in laboratory of Dr. Injune Kim. We purchased the CT2A mouse glioma cell line (Sigma-Aldrich, St. Louis, MO, USA) and the Lenti-X™ 293T cell line (Takara Bio, Kusatsu, Japan). GL261-OVA cell line was constructed in the laboratory using lentiviral transduction of OVA gene. L929 cell line producing M-CSF was provided by A. Iwasaki (Yale University, New Haven, CT, USA). |
| Authentication                                                    | Authentication of GL261 cells, CT2A, L929 and 293T cell line was not performed. GFP expression of GL261-GFP and OVA expression of GL261-OVA were confirmed by flow cytometry. M-CSF production from L292 cells were confirmed through differentiation of bone marrow derived macrophages. cell lines with low passage number were utilized.                                                                                                                                                                                                                                                                              |
| Mycoplasma contamination                                          | No mycoplasma contamination was confirmed with e-Myco plus Mycoplasma PCR kit (Intron Biotechnology)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | 8-week-old C57BL/6 mice (Female and male) were purchased from KAIST Laboratory Animal Resource Center and DBL Co. Ltd (Korea). CD169-DTR (Siglec1tm1(HBEGF)Mtka) mice were originally generated and kindly provided by Dr. Masato Tanaka (Tokyo University of Pharmacy and Life Sciences, Japan). IFN- $\gamma$ -/- (B6.129S7-Ifngtm1Ts/J, Stock No: 002287), IFN- $\alpha$ R-/- (B6(Cg)-Ifnar1tm1.2Ees/J, Stock No: 028288), CX3CR-1GFP (B6.129P2(Cg)-Cx3cr1tm1Litt/J, Stock No: 005582), CD45.1 (B6.SJL-Ptprca Pepcb/BoyJ, Stock No: 002014), CCR2 KO (B6.129S4-Ccr2tm1Ifc/J, Stock No: 004999) and OT-I (C57BL/6-Tg [Tcratcrb]1100Mjb/J, Stock No: |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

003831) mice were purchased from The Jackson Laboratory. LSL-EGFR<sup>fl</sup> mice (FVB strain background) were provided by Dr. Jeong Ho Lee (KAIST, Korea) and backcrossed to C57BL/6 mice. Mice were housed in a specific pathogen-free (SPF) facility at KAIST, in a 12h/12h light/dark cycle at 18-24 degrees Celsius and 30-70% of humidity range. 8-week-old female mice were used for parabiosis experiment. 16-week-old female mice were used for single cell RNA sequencing of EGFR<sup>fl</sup>+TP53-PTEN- tumor. 8 or 12 week old Male mice were used for other experiments.

Wild animals

None.

Field-collected samples

None.

Ethics oversight

All procedures in this study were performed in accordance with guidelines and protocols (KA2017-41, KA2019-65 and KA2021-048) approved by the Institutional Animal Care and Use Committee (IACUC) of KAIST.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Tissues were minced and digested with with 2 mg/ml collagenase IV and 30 µg/ml DNase I at 37°C for 30 min, and passed through a 70 µm strainer. To remove non-immune cells from tumor or brain samples, cells were resuspended in 4 ml of 30% Percoll and loaded onto 3 ml of 70% Percoll. Immune cells and myelin were separated by centrifugation. Cells were treated with ACK lysis buffer for 5 min at RT to remove residual red blood cells. Single cells were resuspended in staining buffer (DPBS with 1% bovine serum and 1% penicillin-streptomycin) with anti-CD16/32 (clone 2.4G2, ATCC HB-197) to block Fc receptors and stained with antibody mixture for 30 min in dark on ice.

Instrument

Cells were acquired with LSR Fortessa X-20 or FACS Calibur (BD Biosciences)

Software

BD FACSDiva or Cellquest pro (BD Biosciences) was used to acquire data. Data were analyzed with Flowjo v10 (Treestar)

Cell population abundance

100,000 of PI-negative and CD45.2-positive cells from tumors or normal brain were purified. Purity was >90%.

Gating strategy

Propidium iodide or Fixable Viability Stain 450 negative cells were gated as live cells. Detailed cell population were determined by markers listed below.  
 Macrophage: CD45-hi/CD11b-pos/F4/80-pos/CCR2-pos  
 Microglia: CD45-low/CD11b-pos/F4/80-pos/CCR2-neg  
 CD4 T cell: CD45-pos/CD3e-pos/CD4-pos  
 CD8 T cell: CD45-pos/CD3e-pos/CD8-pos  
 NK cell: CD45-pos/F4/80-neg/NK1.1-pos  
 gd T cell: CD45-pos/F4/80-neg/gdTCR-pos

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

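The data are the count matrices of 2 droplet libraries of CD45.2-positive, propidium iodide-negative cells from GL261 gliomas at 10 dpi, 1 pooled from 3 WT and 1 from 3 CD169-DTR mice, both groups treated with DT. The authors made UMI counts per gene and barcode with Cell Ranger and deposited the matrices of all barcodes as raw counts without normalization. Their own filtering, integration and clustering are described in the paper and are not part of the deposited values. The libraries hold 101808996 (WT) and 84065489 (CD169-DTR) UMIs. Other experiments of the paper (CT2A and genetically engineered gliomas, later time points, human data, flow cytometry, protein and PCR measurements) were not analysed here.

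Cells were called by the order-of-magnitude rule with 10000 expected cells, followed by a Monte Carlo test with 10000 simulations of barcodes of at least 500 UMIs against the profile of free RNA at a 1% false discovery rate. Cells with at least 200 UMIs and at most 17% mitochondrial UMIs were kept, as the paper states for GL261. Doublets were not removed, since the paper states no such step. Counts were log-normalised to 10000 per cell. The libraries were integrated on 50 dimensions from 2000 variable features, and clusters were found on 30 dimensions at resolution 1. T and NK clusters were clustered again on 20 dimensions at resolution 0.5. The tools were Seurat 5.3.0 with SeuratObject 5.2.0 and Matrix 1.6.5 in R 4.3.3, and python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (for Scrublet) and matplotlib 3.10.9. The authors used an earlier main version of Seurat.

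Clusters were named from marker lists. A name needed 3 detected markers, each with at least 10 UMIs and at least 25% of its level in the cluster that has most of it. A name was refused where the 10 leading genes of the cluster held more markers of another class, or where a shallow cluster had none of its own. These thresholds were set after the data were seen. Unnamed clusters and non-immune clusters were left out of the immune cells.

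The UMIs of a class were summed per library, scaled to counts per 1000000 UMIs (CPM), and compared as the log2 ratio of WT over CD169-DTR. No test was made, since each group has 1 library. Intervals are at 95% and cover counting error only: exact Clopper-Pearson for shares, exact Poisson for CPM, and exact conditional for ratios. A share of 0 is given with the limit that 3 counts allow. Shares of cells with a UMI were taken after thinning every cell to 4500 UMIs, the 20th percentile of immune cells in the shallower library rounded down. Gene lists use their genes with at least 20 UMIs in both libraries together. The interval of a list's median is from 1000 Poisson draws of the counts, and its percentile is among 10000 random lists matched in 50 bins of expression. Free RNA was estimated from microglial marker UMIs in T, NK and B cells, with the profile of barcodes of 10 to 100 UMIs. Doublets among these cells count in the estimate, so it may be too high and its subtraction too strong. The gene set collection the authors used was not used here, and the lists are short versions written for its terms.

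The genes named are those the study names for these libraries, of which some are not reported here, and in macrophages, T cells and NK cells each the 5 highest and 5 lowest log2 ratios. This ranking covers genes with at least 100 UMIs in macrophages, or 30 in T or NK cells, and at least 1 UMI in each library, without mitochondrial genes and genes that mark sex. The rule, the marker and gene lists, the comparisons and 15 alternatives were set before the data were examined, and 3 alternatives were added afterwards. The alternatives concern cell calling, the mitochondrial maximum, doublets, integration, cluster resolution, free RNA, scaling, the weight of cells and clusters, the choice of macrophage, T and NK cells, thinning and the minimum UMIs of list genes.

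The procedure was tested on simulated data. With 200 genes changed 2-fold in simulated libraries of the observed depths, 95.1% (macrophages), 96.1% (T cells) and 96.0% (NK cells) of the intervals covered the true ratio, and 100%, 99.5% and 100% of the changed genes had the right sign. The intervals of changed genes excluded 0 for 98.0% in macrophages, 78.0% in T cells and 79.5% in NK cells. The simulated sums were drawn from the Poisson model that the intervals assume, so their coverage was set by that model. UMIs that gather in single cells were not simulated, and for such genes the intervals can be too narrow. Thinning of 2000 simulated cells gave 59.4% of cells with a UMI, where 59.3% was the true value.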

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

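The test of a difference between the libraries other than the genotype was chosen only after the result was seen. The tests of free RNA for the IFN-response list were added after an initial run of the analysis, before their values were viewed.

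The paper reports IFN-response genes for macrophages, NK cells and T cells. The same list was also higher in the WT library in classes on which the paper does not report it, with median log2 ratios of WT over CD169-DTR of 0.46 (0.44 to 0.48) in microglia, 0.67 in DCs, 1.23 in granulocytes and 1.46 in B cells. With 1 library per group, these intervals hold counting error only. The genes selective for type I IFN had medians of 0.65 in microglia, 1.00 in DCs, 1.48 in granulocytes and 2.35 in B cells, and those selective for IFN-γ medians of 0.67, 0.63, 1.75 and 0.38.

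Free RNA from macrophages could carry IFN-response transcripts into droplets of other cells. After subtraction of free RNA the medians were 0.43 in microglia, 0.68 in DCs, 1.31 in granulocytes and 1.60 in B cells, which argues against free RNA as the whole source for this list. The medians of the genes selective for IFN-γ fell more in 2 classes, to 0.47 in microglia and 0.87 in granulocytes. They were 0.64 in DCs and 0.35 in B cells. Free RNA may account for part of their difference, but its estimate may be too high and the subtraction too strong. Without the cells of highest doublet score the medians were 1.27 in granulocytes and 1.60 in B cells, which argues against doublets with other cells in these classes. Doublets were not tested for the list in microglia and DCs. Another mix of microglial clusters in the libraries is argued against as the whole source by the median of 0.34 in microglia with the same weight per cluster.

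The lower values in CD169-DTR cells may reflect the loss of CD169-positive cells, which the design names and which was not tested apart from the library. A difference between the libraries other than the genotype (handling, or the tumors of the pooled mice) cannot be told apart from it, because there is 1 library per genotype.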

How the results depend on the processing

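The alternatives with the same weight per macrophage cluster, with the first-round T and NK clusters, and without the cell of most Ifng UMIs were chosen only after the data were seen. No paired analysis was possible because each group is 1 library from pooled mice.

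Over 18 settings, 1128 alternative values were computed for 103 results. Of the 29 results that answer a comparison, 240 values lay within the counting interval of the reported value, 48 moved beyond it without a change of sign, and 1 changed sign. Of the other results, 700 values lay within it, 134 moved and 5 changed sign. The intervals of genes with many UMIs are narrow, so that small shifts count as moved. All values below are log2 ratios of WT over CD169-DTR, or medians of them, unless a percentage is given, and the cause was not tested for any of them except where a value shows it.

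Without the border-associated-like cluster, the macrophage share was 1.47, Cxcl10 1.83, Ccl5 2.07, the IFN-response list 0.83, the inflammatory list 0.0745 and the 6 immunosuppressive genes −1.04, while Cxcl16 turned to 0.0824 and the NOS list to −0.0889. Without cells with a Cd3e or P2ry12 UMI, the macrophage share was 1.52, Ccl5 1.68, the inflammatory list 0.19 and the immunosuppressive genes −0.82. With the same weight per macrophage cluster, Siglec1 was 1.30, Cxcl10 1.47, Ccl5 1.61, the IFN-response list 0.57, the inflammatory list 0.12 and the immunosuppressive genes −0.80. With equal weight per cell, Cxcl10 was 1.96, the IFN-response list 0.96, the inflammatory list 0.33 and the IFN-response list in T cells 1.10, and Cxcl16 turned to 0.0847.

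With the libraries merged without integration, the DC share was 2.21, Ccl5 1.54, the immunosuppressive genes −0.88, Gzmb in T cells 1.22 and the IFN-response list in T cells 1.10. With the order-of-magnitude rule alone, the granulocyte share was −1.12. That rule leaves out barcodes of few UMIs, and granulocytes were the shallowest class, with medians of 2919 and 3612 UMIs. At resolution 2, Cxcl10 in macrophages was 2.16, and at resolution 0.5, Gzmb in T cells 1.52.

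With the cells of highest doublet score removed, Cxcl10 was 2.34, Ifng in T cells 1.63, the IFN-response list in T cells 1.34 and the share of WT Ifng UMIs in NK cells 48.9%. Hbb-bt in macrophages turned to −1.83 (483 of its 508 WT UMIs had come from 1 cell), and the IFN-γ list between CD169-DTR macrophages with and without a Siglec1 UMI turned to 0.00185. Scrublet's automatic threshold marked 3.13% of WT and 0.251% of CD169-DTR cells, so a score threshold set for the rates of 8.10% and 6.06% that the cell numbers predict was used in its place, and it removed 8.67% and 6.58%. With free RNA subtracted, Cxcl10 was 2.28, Ccl5 1.94, the IFN-response list 1.08 and the immunosuppressive genes −0.99. With median-ratio scaling, Cxcl10 was 2.26, the IFN-response list 1.09, the inflammatory list 0.30 and the immunosuppressive genes −0.89.

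With the first-round T and NK clusters, Gzmb in NK cells was 0.70, the IFN-response list in T cells 0.77 and the share of WT Ifng UMIs in NK cells 48.6%, and Ifng in T cells turned to −1.03, as those clusters include the Treg-like cell with 409 Ifng UMIs. Without that cell, NK cells held 62.4% of the CD169-DTR Ifng UMIs. The share of macrophages with a Siglec1 UMI rises with depth by construction: thinned to 500 UMIs it was 3.24% in WT and 0.678% in CD169-DTR, and without thinning 23.3% and 12.9%.

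With a minimum of 1000 UMIs, a mitochondrial maximum of 10%, or lists of at least 100 UMIs, none of the results that answer a comparison moved beyond its counting interval. No cluster was border-associated-like with a minimum of 1000 UMIs, with a mitochondrial maximum of 10%, with the cells of highest doublet score removed or at resolution 0.5.

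The depth limits the small classes most. In γδ T-like cells, 32 in WT and 11 in CD169-DTR, and in Treg-like cells, 54 and 32, the intervals are wide. The log2 ratio of the share had an interval of −0.33 to 1.01 for Treg-like cells and 1.89 to 3.83 for pDCs.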

Differences from the paper's values

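The shares of the 8 immune cell classes and the number of cells computed here were within 1.5 times of the paper's own in each library. In the statements below, the values computed here go another way than the paper. The alternative with the first-round T and NK clusters was chosen only after the data were seen.

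The paper states that cytotoxic molecules and receptors did not change in NK cells after depletion. Of Ifng, Gzma, Gzmb, Prf1 and Klrk1, with a median log2 ratio of WT over CD169-DTR of −0.34, the interval of Klrk1 covers 0, and Ifng, Gzma and Prf1 were lower in WT. With equal weight per cell, Ifng and the median of the 5 genes were both −0.0483, so the size of the lower Ifng depends on how cells are weighted. Ifng lay between −0.44 and −0.05 over its 11 alternatives. At the common depth 48.0% (40.8 to 55.2) of WT and 38.8% (27.1 to 51.5) of CD169-DTR NK cells held an Ifng UMI. Unthinned the shares were 51.7% and 53.6%, so they do not settle its direction. Gzma lay between −0.39 and −0.27 and Prf1 between −0.45 and −0.26 over their 11 alternatives. Ratios of the size of Ifng, Gzma and Prf1 fall under the fold-change limit of the paper's plot of NK cells (Supplementary Fig. 4d). Its flow cytometry of single mice, a protein measure, found IFN-γ and CD107a in NK cells unchanged (Supplementary Fig. 4k, l). Gzmb was higher in WT, with 0.83 (0.73 to 0.93), and lay between 0.70 and 0.90 over its 11 alternatives, the lowest with the first-round T and NK clusters.

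The paper states that CD169-positive macrophages were enriched for the response to IFN-γ. Among WT macrophages with against without a Siglec1 UMI, the genes selective for IFN-γ had a median log2 ratio of −0.01 (−0.09 to 0.14), whereas the wider IFN-response list had 0.16 and the genes selective for type I IFN 0.27. The gene set of the paper was not used here. The split was not repeated without the border-associated-like cluster, so cell type may enter these ratios. In the paper, CD169-positive macrophages were fewer in IFN-γ KO mice, and CD169 in IFNαR1 KO mice was comparable to WT. Those mice were not analysed here.

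The paper states that depletion did not affect the percentage of γδ T cells. The γδ T-like share had a log2 ratio of 1.11 (0.09 to 2.25), from 32 and 11 cells. It lay between 0.83 and 1.51 over 7 alternatives.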

Other observations

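The tests on doublets among T and NK sub-clusters, on handling-induced genes, on the 1 cell with most Ifng UMIs, on the 50 largest shifts near Siglec1 and on Siglec1 with the same weight per macrophage cluster were chosen only after the result was seen.

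Siglec1 in macrophages had a log2 ratio of WT over CD169-DTR of 1.65. Replacement of 1 of 2 alleles in CD169-DTR mice would alone give 1. The lower end of the counting interval was 1.36, and the ratio was 1.30 with the same weight per macrophage cluster. With 1 library per genotype the spread between mice is unknown, so the allele and the loss of CD169-positive cells cannot be told apart as sources of the difference. Microglia held more Siglec1 UMIs than macrophages: 49.4% of the 1649 in WT immune cells against 42.8%, and 69.0% of the 423 in CD169-DTR against 27.9%. At the common depth, 6.88% of WT and 2.00% of CD169-DTR microglia held one, unthinned 13.2% and 4.65%.

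The lower IFN-response genes in CD169-DTR macrophages (median 1.04) were weighed against another mix of macrophage clusters in the libraries. With the same weight per cluster the median was 0.57, so the mix may account for part of it and is argued against as the whole source. The list was also lower in CD169-DTR cells of every other class, so a lower IFN response shared by all classes remains a possible source. Medians in NK cells (1.16), granulocytes (1.23) and B cells (1.46) were above that of macrophages, and those of the other classes below it. The lowest median among microglia, DCs, NK cells and T cells was 0.46, in microglia. Of the smaller classes, Treg-like cells had a lower median of 0.27 (0.20 to 0.45) and pDCs of 0.30 (0.18 to 0.52).

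The 6 immunosuppressive genes were higher in CD169-DTR macrophages (median −0.94). Free microglial RNA and another mix of macrophage clusters are argued against as whole sources by medians of −0.99 after subtraction of free RNA and −0.80 with the same weight per cluster. For the MYC targets and oxidative phosphorylation, deeper macrophages in the CD169-DTR library were tested among macrophages of 5000 to 10000 UMIs. The MYC targets kept a median of −0.15, which argues against depth as the whole source, while oxidative phosphorylation had −0.0136 (−0.03 to 0.03), so depth may explain that list.

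Gatm was lower in WT microglia, macrophages, DCs, granulocytes, T cells and B cells, with log2 ratios of −0.67 (DCs) to −2.28 (granulocytes), and the intervals of pDCs, NK cells, Treg-like and γδ T-like cells cover 0. AA467197 (chromosome 2, 122636986 to 122641191), 25.7 kb from it and chosen after its values were seen, was higher in WT in 6 classes, with log2 ratios of 1.79 to 3.13. Both lie near the replaced Siglec1, and a candidate explanation is that other gene versions on chromosome 2 were carried along with it. Of the 10 largest shifts held in each class with enough UMIs (at least 3 of microglia, macrophages, DCs, T, NK and B cells), 10.0% (0.253 to 44.5) lay within 20 Mb of Siglec1, against 1.92% of all 9488 genes compared. Of the 50 largest, IFN-response genes left out, it was 4.00% (0.488 to 13.7). Neither share exceeded that of all genes by more than counting error, so gene versions and an effect of depletion cannot be told apart for these genes. Reads shared between Eif3j2 on chromosome 18 (log2 ratios −3.40 to −3.86 in 3 classes) and its relative Eif3j1 on chromosome 2 (0.42 to 1.03 in 5 classes) were not tested.

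The T and NK sub-clusters led by myeloid genes may be doublets of a lymphocyte and a myeloid cell. Their median UMIs were 2.40 times those of the other T and NK cells in WT and 2.27 times in CD169-DTR. The Scrublet score threshold set for the predicted doublet rates marked 97.7% and 100% of them, against 4.02% and 5.50% of the others.

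Most of the CD169-DTR Ifng UMIs in Treg-like cells came from 1 cell, which held 99.5% of them. Whether it is a Treg was not tested.

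Handling-induced genes were lower in WT than in CD169-DTR microglia, with a median of −0.41 (−0.44 to −0.38) over 32 genes. The medians of B cells (−0.37), Treg-like cells (−0.32), γδ T-like cells (−0.31) and T cells (−0.14) went the same way, whereas those of macrophages (0.19) and pDCs (0.34) went the other way. Since the classes differ in direction, more handling-induced transcription in the whole CD169-DTR library cannot be told apart from a change in some classes. No biological explanation was tested.

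By class, microglia held 49.5% of the Cxcl10 UMIs of WT immune cells and 87.3% of those of CD169-DTR, and macrophages 34.5% and 8.09%. Ccl5 UMIs of WT lay in DCs (31.0%), microglia (29.2%), macrophages (15.9%) and NK cells (11.1%). Il12b, which encodes IL12p40, lay in microglia (55.6% in WT, 62.9% in CD169-DTR) and DCs (42.3% and 33.7%), with 1.19% and 3.43% in macrophages. Microglia held 94.0% and 96.1% of the Ifnb1 UMIs.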
